# Transcriptomic Analysis Reveals Possible Influences of ABA on Secondary Metabolism of Pigments, Flavonoids and Antioxidants in Tomato Fruit during Ripening

**DOI:** 10.1371/journal.pone.0129598

**Published:** 2015-06-08

**Authors:** Wangshu Mou, Dongdong Li, Zisheng Luo, Linchun Mao, Tiejin Ying

## Abstract

Abscisic acid (ABA) has been proven to be involved in the regulation of climacteric fruit ripening, but a comprehensive investigation of its influence on ripening related processes is still lacking. By applying the next generation sequencing technology, we conducted a comparative analysis of the effects of exogenous ABA and NDGA (Nordihydroguaiaretic acid, an inhibitor of ABA biosynthesis) on tomato fruit ripening. The high throughput sequencing results showed that out of the 25728 genes expressed across all three samples, 10388 were identified as significantly differently expressed genes. Exogenous ABA was found to enhance the transcription of genes involved in pigments metabolism, including carotenoids biosynthesis and chlorophyll degradation, whereas NDGA treatment inhibited these processes. The results also revealed the crucial role of ABA in flavonoids synthesis and regulation of antioxidant system. Intriguingly, we also found that an inhibition of endogenous ABA significantly enhanced the transcriptional abundance of genes involved in photosynthesis. Our results highlighted the significance of ABA in regulating tomato ripening, which provided insight into the regulatory mechanism of fruit maturation and senescence process.

## Introduction

The plant hormone abscisic acid (ABA) has been considered to be mostly associated with regulation of non-climacteric fruit ripening in previous reports [1–4]. However, it has been confirmed that ABA is also able to influence the ripening process of climacteric fruit, such as tomato, banana, peach, mango and melon [5–9]. Mounting evidences suggested that exogenous ABA could accelerate fruit maturation with promotion of many ripening-related biological events. For instance, decreased fruit firmness was observed in ABA-treated mango fruit, which resulted from higher activities of enzymes involved in fruit softening [9]. Exogenous ABA was also found to affect tomato fruit pigmentation with carotenoids accumulation and chlorophyll degradation [10, 11]. Meanwhile, it has been proposed that high level of ABA would stimulate the generation of ROS, which subsequently induced many genes involved in the antioxidant defense system [12, 13]. Moreover, the increase of ABA could also enhance the activity of PAL and CHS (the full names for all abbreviations presented in the article can be referred in S19 Table, similarly hereinafter.), which were crucial for flavonoids accumulation [4, 14].

Despite the predominant regulatory role of ethylene, ABA also functions as a significant hormone in the control of climacteric fruit ripening [15]. In the early stage, the accumulation of ABA precedes ethylene production, and the ABA content reaches to a peak level before ripening in various kinds of tissues [6, 7, 16]. ABA may act as an original inducer for the initiation of ripening, by triggering the expression of many ethylene-independent genes [6, 7, 17]. Ethylene, however, may be more important in the regulation of later ripening stages [6, 7]. Besides, many studies have observed that some ripening related events were not fully regulated by ethylene, which also support that ABA might function as an upstream regulatory factor before ethylene in the ripening process [6, 7, 18–21]. Additionally, when the increasing ABA reaches to a certain level, it could in turn stimulate the expression of *ACS*s and *ACO*s, thus promoting the transformation of ACC to ethylene [22–24]. Therefore, exogenous application of ABA to fruit could induce ethylene biosynthesis and lead to a series of physiological and biological responses that facilitate fruit ripeness [7, 9, 20, 25]. The reduction of ABA level by NDGA or other inhibitors could result in delayed ripening, along with suppression of ethylene production in fruit [6, 7, 9, 20]. Taken together, these studies raised the hypothesis accounting for the biological effects of ABA on ripening processes, but a comparative analysis of the genetic evidences is still lacking.

As a typical climacteric plant, tomato is an ideal model for the study of fleshy fruit development and ripening. The available tomato genome data provides an advantage to perform genome-wide transcriptome analysis to study gene expression patterns under various conditions [26]. To comprehensively understand the mechanism of hormonal regulation on tomato fruit ripening, the next-generation RNA sequencing (RNA-seq) has been applied to detect all expressed genes at the transcriptome level [27, 28]. Shi et al. conducted a transcriptome analysis of cytokinin response in tomato leaves at different ages [29], the results showed that genes related to cytokinin signaling, metabolism and transport were remarkably induced by exogenous cytokinin treatment in young leaves [29]. In addition, a comparative transcriptome analysis of tomato leaves has been conducted to explore the genes expression with the treatment of exogenous ABA [30], and the data elucidated that exogenous ABA was able to activate the genes encoding the ABA signaling pathway elements and the key proteins involved in ethylene biosynthesis and signal transduction [30]. Besides, a large number of genes associated with the ROS scavenging system, pathogen resistance and heat shock proteins were also identified to be up-regulated in response to exogenous ABA [30]. During the last few years, RNA-seq analysis has revealed the role of plant hormones in defense response of tomato roots and leaves, but our understanding about the genome-wide profiling of genes in response to ABA during tomato fruit ripening remains unknown [31–33].

In the present study, we employed the Illumina RNA sequencing to perform a transcriptome analysis of ABA response in tomato fruits [30]. In order to double-check genes affected by ABA, we also set up a NDGA treatment group to evaluate genome-wide transcription changes when the endogenous ABA biosynthesis was inhibited. This study would provide valuable data for exploration of the molecular mechanism of ABA regulation in many ripening related secondary metabolism processes, including fruit color variation, antioxidants metabolism, flavonoids biosynthesis. In addition, based on the primary data about ripening-related events from RNA-seq, we could be provided more information to comprehensively analyze the crosstalk between ABA and other phytohormones in our future work.

## Materials and Methods

### Plant materials and treatments

Cherry tomatoes (*Lycopersicon esculentum var*. *cerasiforme* ‘XinTaiyang’) were planted in standard culture greenhouses (20–25°C, relative humidity (RH) 70%-85%) of Transfar Agriculture Co Ltd (Xiaoshan, Zhejiang, China). Fruits were harvested at mature green (MG) stage and transported to the laboratory immediately. 600 fruits with uniform size and free from blemishes were selected, and randomly divided into three groups. For each group, either 25 μL of ABA (10 mM) aqueous solution, or NDGA (1 mM) aqueous solution, or distilled water (control) was injected into each fruit from the pedicle with the same depth by microsyringe, respectively. The injection method and chemical concentration were chosen based on preliminary experiments. Fruits were stored at 20°C (90% RH) in the dark for 18 days. Samples of the 9^th^ day which showed the most observable differences in progress of ripening among three groups were chosen for RNA sequencing. For sampling, fruit calyx and seed were removed, and the pericarps were flash-frozen in liquid nitrogen and stored at -80°C before RNA extraction.

### Measurement of Fruit Color and Firmness

Ten fruits per replicate of each treatment were used to determine surface color and firmness, respectively. L*, a*, b* were recorded by a Chroma meter (KONICA MINOLTA, CR-400, Japan), of which, a* was used to depict fruit color variation. Fruits’ firmness was assessed with a digital texture analyzer (TA-XT2i, Stable Micro Systems Ltd.; Godalmin, UK) with a 5 mm diameter probe. The maximum force (N) was recorded during the fruit being penetrated 10 mm at a rate of 1mm/s, and four different points around the equator of the fruit were tested on each fruit. All analyses were conducted in three replicates.

### Pigments Quantification

The content of total carotenoids and chlorophyll was measured according to Zhu et al. with a slight modification [34]. Pericarp tissue (1 g) was extracted with 10 ml of 60: 40% (v/v) hexane: acetone at 4°C for 24 h in the dark and then centrifuged at 12000 × g 4°C for 20 min. The optical absorbance of supernatant was measured at 663, 647 and 450 nm against a hexane blank using a UV-VIS spectrophotometer (UV-1750, SHIMADZU, Japan). The total chlorophyll and carotenoids content were calculated with the following equations: total chlorophyll (mg ml^-1^) = 8.02 (OD_643_) + 20.2 (OD_647_) and total carotenoids content (mg ml^-1^) = (OD_450_)/0.25.

The assay of lycopene and β-carotene contents were conducted by HPLC based on the method of Ronen et al. with minor modifications [35]. Pericarp tissue (1 g) was homogenized with 10 mL cold acetone and incubated in the dark overnight. After centrifugation, the supernatant was collected and then filtered through a 0.45 μm filter. Carotenoids were separated by reverse-phase HPLC using a Zorbax SB-C18 column (silica 5 μm, 4.6 mm × 250 mm) (Agilent, USA). Sample of 20 μL was injected into a Shimadzo LC2012A pump (Shimadzo Corp., Tokyo, Japan). The mobile phase was consisted of acetonitrile: H_2_O (9: 1) (solvent A) and 100% ethyl acetate (solvent B), and was used in a linear gradient between A and B for 30 min with a flow of 1 ml min^-1^. Lycopene and β-carotene contents were detected at a wavelength of 475 nm. The external standard method was used for quantification.

### mRNA-seq Library Construction for Illumina Sequencing

Total RNA extraction, mRNA purification, and cDNA library construction were conducted by LC-BIO (Hangzhou, China). Total RNA samples were prepared using the Total RNA Purification Kit, TRK1001 (LC Science, Houston, TX), treated with RNase-free DNase I following the manufacturer's procedure to remove contaminated genomic DNA. For each group, total RNA was extracted from 10 randomly selected fruits. Then the quantity and purity of total RNA were analyzed with Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA). For each treatment sample, equal quantities of high-quality RNA from 10 fruits were pooled for cDNA library construction.

The poly (A) messenger RNA was isolated from the total RNA samples with oligo (dT) attached magnetic beads (Invitrogen). The mRNA was fragmented into short fragments using divalent cations under elevated temperature. The cleaved RNA fragments were reverse-transcribed to the first-strand cDNAs by random hexamer primers. Then the second-strand cDNAs were synthesized to construct the final cDNA library according to the instruction of mRNA-Seq sample preparation kit (Illumina, San Diego, USA). The paired-end cDNAs had a length of 300 bp (± 50 bp). After that, the cDNA libraries were sequenced on the Illumina HiSeq 2000 platform at the LC-BIO (Hangzhou, China) following the manufacturer’s recommendations. The raw sequencing data can be downloaded from NCBI Sequence Read Archive (SRA) under the accession number GSE63521.

### RNA-seq Reads Mapping

After removing the low quality reads (i.e. reads containing sequencing adapters; reads containing Ns (unknown sequence) > 5; nucleotide with q quality score lower than 20) from the raw sequencing data, the paired-end reads were aligned to the *S*. *lycopersicum* genome (ftp://ftp.jgi-psf.org/pub/compgen/phytozome/v9.0/Slycopersicum/assembly/) by using Tophat version 2.0.9 [36], allowing a maximum of two base mismatches and multiple alignments per read (up to 20 by default).

### Transcript Assembly and Abundance Estimation

The mapped reads were then assembled by Cufflinks version 2.1.1 for further annotation and measurement of relative abundances of transcripts [37]. Gene expression level within each sample were normalized with values for fragments per kilobase of exon per million fragments mapped (FPKM). Then Cuffmerge was applied to comerge all transcripts of the three samples to generate unique transcripts, and Cuffdiff reestimated the abundance of the transcripts and concurrently tested for different expression. The genes were considered as significantly differentially expressed between two groups if their absolute value of log_2_ fold change > 1 and P value ≤ 0.05. Besides, in order to identify DEGs probably regulated by ABA more comprehensively and objectively, we conducted the comparison of genes expression among three groups (ABA, NDGA and CK). In triadic analysis of differential expression, the genes with P value ≤ 0.05 were identified as the DEGs by the method of Chi-square test. Meanwhile, in the analysis of DEGs, our gene expression level (FPKM value) was normalized by the Z-score determined with the formula: *Z* = (*X- μ*) / σ before heat-map plotting, where *X* represents the FPKM of a gene in a specific sample/time point, and *μ* and *σ* are the mean transcript expression and standard deviation of a gene across all samples, respectively [38].

### Bioinformatics Analysis

We annotated each tomato gene with Gene Ontology (GO) terms for biological processes, molecular functions, and cellular components by Blast2GO vision 2.2.25 with default parameters (http://www.geneontology.org/) [39]. Meanwhile, the GO enrichment analysis was conducted by performing Fisher’s exact test with P value ≤ 0.05. The information of pathway for each tomato gene was attained from Kyoto Encyclopedia of Genes and Genomes (KEGG) database from the online KEGG Automatic Annotation Server (http://www.genome.jp/kegg/). The differentially expressed genes (DEGs) were also subjected to GO function and KEGG pathway enrichment analysis, and those genes with P-value ≤ 0.05 were defined as significantly enriched GO terms/KEGG pathways. Besides, each gene was aligned to the Cluster of orthologous groups for eukaryotic complete genomes (KOG) database to predict and classify protein functions.

### Validation of RNA-seq Results by Quantitative Real-time PCR (qRT-PCR)

In order to verify the transcriptome data, expression level of a randomly selected set of differentially regulated genes was measured by qRT-PCR. The total RNA was extracted from 10 fruits of each treatment by RNAiso Plus (TaKaRa, Japan) and then was pooled at equal quantity. After that, the RNA of three treatments (ABA, NDGA and CK) was reverse-transcribed to cDNA with RNA PCR kit (TaKaRa, Japan), respectively. qRT-PCR was performed with SYBR Premix Ex Taq (TaKaRa, Dalian, China) on ABI Step One RT-PCR system according to the manufacturer’s instructions. Three biological replicates were performed and the primer names and corresponding sequences were listed in S18 Table. Relative expression was normalized to the internal control gene β-actin gene with 2^-ΔΔCT^ method [40]. The untreated sample (CK) was set as the calibrator for relative expression level. Pearson’s correlation was performed to determine the correlation of genes expression in ABA and NDGA treatments relative to the control between qRT—PCR and sequencing.

### Statistical analysis

For all the biochemical measurements, data were analyzed using SPSS software and values were presented as mean ± standard error. The statistical significance of the differences between the samples was analyzed by the least significant difference test (LSD) at a significance level of P = 0.05. Significantly different values evaluated by t test for P value < 0.05 were indicated with asterisks.

## Results

### General Effects of ABA and Sample Preparation for RNA-seq

To conduct transcriptome analysis of ABA influence on tomato fruit ripening, we selected the samples at specific ripening stage which exhibited the most considerable distinctions among different treatments for high throughput sequencing. During 18 days’ storage, the redness of tomato increased gradually, coinciding with the decline of fruit firmness in all samples (Fig 1a and 1b). In specific, total carotenoids increased as well as chlorophyll degraded during the fruit ripening (Fig 1c and 1d). Besides, lycopene and β-carotene, as the major carotenoids of tomato, accumulated progressively, which contributed to fruit color transition (Fig 1e and 1f). Compared with CK, ABA treatment remarkably promoted fruit ripening, whereas NDGA inhibited the process. Therefore, based on the morphological results, we chose the fruit samples on 9^th^ day to profile transcription changes via RNA-seq technology.

**Fig 1:**
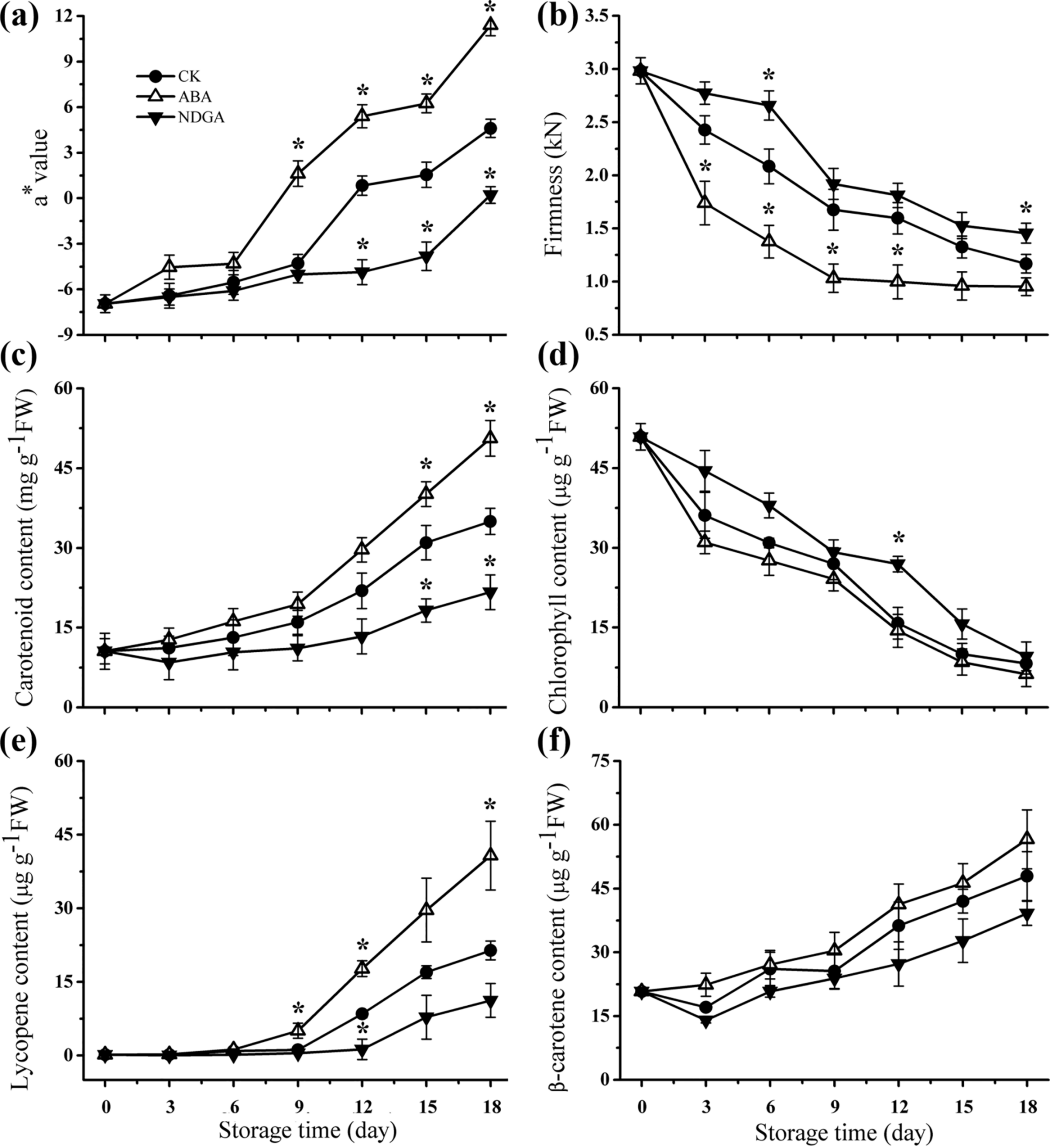
Effects of ABA and NDGA applications on tomato ripening-related physiological indexes during storage at 20°C. (a) The changes of a* value. (b) The changes of fruit firmness (kN). (c) The changes of total carotenoid content during tomato ripening. (d) The changes of chlorophyll content. (e) The changes of lycopene content. (f) The changes of β-carotenoid content. Error bars represented SE of three biological replicates, and asterisks (*) indicates significant difference (P<0.05) between the value in ABA treatment group or NDGA treatment group and that in CK (control).

### Global Analysis of Fruit Transcriptome

The RNA samples from pericarps of ABA/NDGA/CK tomatoes were subjected for high-throughput sequencing performed on an Illumina HiSeq 2000 platform. 

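Pericarp, the fleshy wall of the fruit, was taken after the seeds had been removed, and 3 libraries were sequenced, 1 per treatment. Each library held RNA pooled from 10 fruits. The fruits had been injected with 25 µL of distilled water (CK), of 10 mM ABA or of 1 mM NDGA and kept at 20 °C and 90% humidity until day 9. ABA is the plant hormone abscisic acid, and NDGA (nordihydroguaiaretic acid) is an inhibitor of its synthesis. There were no replicates, so every difference between the libraries is one between pools of fruit and has no error. The paper's S1 Table reports 43503710 clean reads for CK, 51893810 for ABA and 48348116 for NDGA. The authors mapped the reads with TopHat2 (2.0.9), assembled them with Cufflinks (2.1.1) and deposited FPKM, fragments per kilobase of exon scaled to the mapped fragments of the library, for 25728 loci. Fragments per gene were not used here, so no gene has a counting interval.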

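Values below are the authors' deposited FPKM, and a gene with several loci is given by the locus with the longest assembled transcript. Genes that share a locus carry the same values. Counts over the genes of the S13 to S17 Tables count each of them, so these counts are not all separate measurements. A gene is written as called when a chi-square test among its 3 FPKM values gave a P of 0.05 or less. The test was recomputed with 2 degrees of freedom against the libraries' shares of the summed FPKM, which were 31.2% for CK, 25.2% for ABA and 43.5% for NDGA. A gene with equal FPKM in the 3 libraries can therefore be called. The test takes FPKM as if they were counts and uses no spread between fruits. Its P does not measure the evidence for an effect of a treatment. Log2 ratios to CK were taken after adding 1 FPKM, over 17574 loci that carry a gene name and reached 1 FPKM in at least 1 library. Their median was 0 for ABA and 0.08 for NDGA, and after scaling each library to its 75th percentile (32.4, 33.6 and 33.3 FPKM in CK, ABA and NDGA) it was -0.03 and 0.04. The fold of a single gene is the ratio of its listed FPKM with nothing added. Counts of genes at least 1.5-fold or 2-fold apart use the log2 ratios, so a gene of low FPKM can have a larger fold than its count implies. The median of a gene list is given with its percentile among 10000 random lists of the same size and similar expression. Genes of the S13 to S17 Tables that the text of the article does not name were picked after their values had been seen.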

After trimming low-quality reads, each cDNA library yield 43–51 million sequence reads, representing a total clean database of 14.37 Gb (S1 Table). The qualified sequence reads were mapped against the *S*. *lycopersicum* reference genome by TopHat with at most two mismatches tolerance. 3.29–3.82 million reads were mapped to the tomato genome, with an average of 74.81% of total reads aligned to the tomato genomic locations. In addition, 72.27% of CK, 70.41% of ABA and 71.83% of NDGA sequencing reads were uniquely mapped to the reference in each sample (S1 Table). After the assembly of all uniquely aligning reads, we obtained 34054 genes and 47933 transcripts which were identified in the transcriptome. Among those transcripts, 34580 (72.14%) matched completely with the annotated tomato genome, 6012 (12.54%) were unknown transcripts and 11606 (24.21%) were potentially novel isoforms (S2 Table).

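Very short loci held most of the summed FPKM, and some genes have a short and a long locus that differ widely. At Solyc01g008510.2, annotated as a photosystem II protein, a locus of 100 bp was listed at 116324 FPKM in CK and at 0 in ABA and NDGA, and one of 623 bp at 10.7, 5.92 and 11.9 FPKM in CK, ABA and NDGA. At Solyc04g008230.2, of the pectin lyase-like superfamily, a locus of 100 bp was listed at 57123 FPKM in NDGA and 0 in the others, and one of 1749 bp at 0.423, 1.1 and 0.295 FPKM in CK, ABA and NDGA. Loci whose longest transcript had 100 bp numbered 436, of which 111 were above 0 in CK, 117 in ABA and 216 in NDGA. They held 82.3%, 83.9% and 88.0% of the summed FPKM of CK, ABA and NDGA. Their lowest value above 0 was 38775 FPKM in CK, 12598 in ABA and 5712 in NDGA. Different loci of this length share a value, such as Solyc01g058500.2 and Solyc02g082850.2 at 57123 FPKM in NDGA. How many fragments stand behind such values is not known, so they are not precise levels of expression. The 4386 loci with a longest transcript under 300 bp held 90.9%, 91.6% and 94.8%. In the deposited assembly, 39690 genes and 53981 transcripts were found, of which 34849 (64.6%) matched an annotated transcript completely, 11606 (21.5%) were potential isoforms of one and 6012 (11.1%) lay outside annotated genes. Of the 25728 loci with FPKM, 20126 carry a gene name and 902 hold several genes. 369 genes have more than 1 locus.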

### Function Classification and KEGG Analysis

Out of all 39690 genes, 11090 (27.94%) were successfully aligned to Gene Ontology (GO) and were classified into 41 functional groups, including 20 groups in biological process, 9 in cellular component and 12 in molecular function (S1a Fig). Within the class of cellular component, “cell” (GO:0005623) with 3254 genes and “cell part” (GO:0044464) with 3254 genes were predominant. In the category related to molecular function, a large amount of genes were involved in the “binding” (GO:0005488, 6190 genes) and “catalytic activity” (GO:0003824, 5521 genes). For the biological process, the assignments were mostly given to the terms of “metabolic process” (GO:0008152, 6022 genes) and “cellular process” (GO:0009987, 5142 genes) (S3 Table).

The total expressed genes were also blasted against the cluster of orthologous groups for eukaryotic complete genomes (KOG) of protein categories. A total of 10194 genes could be assigned to the KOG classification, and clustered into 25 functional categories. Among them, “signal transduction mechanism” (1316 genes, 12.91%) was found to be the major KOG category, followed by “general function prediction only” (1216 genes, 11.93%), “posttranslational modification, protein turnover, chaperones” (1107 genes, 10.86%) and “carbohydrate transport and metabolism” (618 genes, 6.06%). Additionally, only 577 (5.66%) genes were classified into the group of “function unknown” (S1b Fig).

All detected genes were subjected to KEGG pathway enrichment analysis, and 2403 genes were assigned to 144 pathways. The major pathways were “ribosome” (ko03010) (199, 8.28%), “oxidative phosphorylation” (ko00190) (110, 4.58%) and “spliceosome” (ko03040) (105, 4.37%), followed by “purine metabolism” (ko00230) (84, 3.50%), “glycolysis/gluconeogenesis” (ko00010) (82, 3.41%) and “plant-pathogen interaction” (ko04626) (74, 3.08%) (S1c Fig, S4 Table).

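Genes of the ribosome, the machinery of protein synthesis, were mostly higher in NDGA than in CK: 149 of 198 that passed the FPKM filter, with a median log2 ratio of 0.18 that lay above every random list. A ribosomal protein gene (Solyc03g044000.1, annotated as an SH3-like translation protein) was listed at 765 FPKM in CK, 651 in ABA and 936 in NDGA. In ABA the ribosome median was 0.05, a direction that reverses after scaling to the 75th percentile. Genes assigned to plant-pathogen interaction were higher in ABA, 46 of 66, with a median of 0.22 at percentile 99.95. Calmodulin like 42 (Solyc10g074740.1), a calcium sensor, was listed at 122, 268 and 131 FPKM in CK, ABA and NDGA, and mitogen-activated protein kinase kinase 4 (Solyc03g123800.1), a kinase of defence signalling, at 83.4, 123 and 94.9 FPKM in CK, ABA and NDGA. Their median in NDGA, 0.02, reverses after scaling and after centring on all genes. Medians of oxidative phosphorylation, 0.01 in both comparisons, reverse after scaling, and those of the spliceosome were -0.01 in ABA and 0.08 in NDGA. In the authors' deposited annotation 2403 loci belong to 144 pathways, among them 199 to the ribosome, 110 to oxidative phosphorylation, 105 to the spliceosome, 84 to purine metabolism, 82 to glycolysis and 74 to plant-pathogen interaction.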

### Analysis of Differentially Expressed Genes

A total of 25728 genes (75.55% of 34054) were expressed in the tomato fruit transcriptome, and a Venn diagram was adopted to present the number of uniquely or commonly expressed genes in the three analyzed samples (S2a Fig, S5 Table). It was found that 18049 genes expressed commonly across all three samples. CK had 1270 unique genes, while ABA and NDGA had 1518 and 2191 specifically expressed genes, respectively. In addition, 843 common genes were identified in both CK and ABA, and 969 genes were detected in both CK and NDGA (S2a Fig).

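Several genes listed at 0 in CK and above 0 in both treated libraries are known from seeds. Oleosin 1 (Solyc06g034040.1), which coats seed oil bodies, was listed at 359 FPKM in ABA and 194 in NDGA. Dehydrin xero 1 (Solyc02g084840.2), a protein of drying tissue, was listed at 215 and 54.3, and albumin 1 (Solyc08g080480.2), a storage protein, at 97.9 and 219. These 3 genes were chosen after their values were seen. With expression taken as an FPKM above 0, 21131 loci were expressed in CK, 21298 in ABA and 22096 in NDGA, and 18048 in all 3 libraries. Expression in CK alone was found for 1270 loci, in ABA alone for 1518 and in NDGA alone for 2191. CK and ABA shared 844 further loci, CK and NDGA 969, and ABA and NDGA 888. A locus (Solyc05g056310.2) with no value in NDGA was listed at 72.9 FPKM in CK and 71.0 in ABA. Without loci whose longest transcript is under 300 bp, a limit chosen after the data were seen, the numbers for 1 library alone were 555 for CK, 653 for ABA and 733 for NDGA.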

In order to evaluate the regulatory role of ABA, differential expression analysis was performed between samples. The expression levels within a given sample were normalized with a value of FPKM (fragments per kilobase of exon per million fragments mapped). 

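Basic chitinases, enzymes that break down the chitin of fungal walls, were among the strongly expressed genes. Solyc10g017980.1, with a transcript of 999 bp, was listed at 8612 FPKM in CK, 9385 in ABA and 10509 in NDGA, and Solyc10g017970.1, whose longest transcript has 183 bp, at 44060.2, 37498 and 62653 FPKM in CK, ABA and NDGA. Averaged over the 3 libraries, 44.5% of the loci above 0 had 10 to 100 FPKM, 35.3% had 1 to 10 and 11.3% had less than 1. The class that starts at 100 FPKM held 7.44%.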

44.68% of all genes were in 10–100 FPKM range, followed by those with expression level of 1–10 FPKM (35.15%), < 1 FPKM (11.7%) and 100–1000 FPKM (7.48%) (S6 Table). The genes with│log_2_ (fold change) ≥ 1 and P value ≤ 0.05 were identified as significantly differentially expressed genes in the comparison between two groups. Consequently, there were 10388 (40.38% of 25728) DEGs in total among the three samples (P value ≤ 0.05), and the number of DEGs in exogenous ABA or NDGA treated fruit was counted in S2b Fig.

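Among genes with a transcript of at least 300 bp, many of those that stood farthest above CK in the ABA library are known from seeds. A 2S albumin gene (Solyc01g090350.2), which encodes a storage protein, was listed at 0.211 FPKM in CK, 472 in ABA and 269.6 in NDGA, and a gene of the cupin family of storage globulins (Solyc09g082340.2) at 0.688, 500.2 and 529 FPKM in CK, ABA and NDGA. Among the genes lower in ABA was a basic chitinase (Solyc07g009500.1), which was 11.1-fold lower in ABA and 1.38-fold higher in NDGA, from 1086 FPKM in CK. Glutathione S-transferase TAU 8 (Solyc01g081250.2), an enzyme that detoxifies by adding glutathione, was listed at 0 in CK, 3.75 in ABA and 294 in NDGA. The limit of 300 bp was chosen after the values were seen, because of short transcripts among the largest differences. Under the rule fixed in advance, 37 of the 40 entries with the largest differences had a shorter transcript. Some genes were entered for both comparisons. Of 25 genes of seed storage and oil body proteins, 20 were at least 2-fold higher in ABA than in CK and 17 in NDGA.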

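By size alone, 1159 of the 17574 genes were at least 2-fold higher in ABA than in CK and 1230 lower (13.6% together), and 1694 were higher and 930 lower in NDGA (14.9%). Of these, 723 higher and 485 lower in ABA, and 590 higher and 541 lower in NDGA, were also called. Leaving out the lists of seed storage, oil body, late embryogenesis abundant (LEA) and dehydrin genes, a step added after the data were seen, left 1120 and 1229 in ABA and 1657 and 929 in NDGA. Both comparisons share the CK library, and 432 genes were 2-fold higher in both and 397 lower in both, where independent comparisons would give 112 and 65.1. The log2 ratios had a Pearson r of 0.437 across genes, which are not independent replicates, and r averaged 0.501 when the 3 values were relabelled within each gene. The chi-square test called 10387 loci (40.4%), and its P equalled the authors' deposited P, to 0.1% of its value plus 1e-06, at 25727 of 25728 loci. The called genes were higher in ABA and lower in NDGA than in CK at 2552 loci and the reverse at 727, but at 974 and 1308 with equal expected shares for the 3 libraries.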

We grouped all DEGs into GO functional categories in order to identify specific biological processes affected by exogenous ABA and NDGA. In the comparison between ABA and CK, proteins related to “photosynthesis, light harvesting” (GO:0009765, P value = 1.68E-06, regulation: down) were the most significantly enriched term in the biological process category, proteins associated with “photosystem I” (GO:0009522, P value = 7.70E-06, regulation: down) were highly enriched in cellular component and “ribulose- bisphosphate carboxylase activity” (GO:0016984, P value = 0.022, regulation: up, down) were the most highly represented in the category of molecular function. 

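Genes of light harvesting, which encode the proteins that hold chlorophyll in the antennae, were lower in ABA. All 19 genes of “photosynthesis, light harvesting” that passed the FPKM filter had a lower FPKM in ABA than in CK, and 13 (68.4%) were at least 2-fold lower, against 5.38% of the 9479 genes with a GO term that passed it. Of the 15 such genes of “photosystem I”, none was higher in ABA and 10 were at least 2-fold lower. Of 5 genes of “ribulose-bisphosphate carboxylase activity”, which fix carbon dioxide, 3 were at least 2-fold lower and 1 was higher. Median log2 ratios of the 3 terms were -1.83, -1.75 and -1.16. With genes of at least 10 FPKM alone the carboxylase median was 2.56, a value that rests on the 1 gene that was higher. Terms of genes known from seeds went the other way: 8 of 10 genes of “monolayer-surrounded lipid storage body” and 3 of 3 of “embryo development” were at least 2-fold higher in ABA (medians 3.71 and 4.39). The authors' deposited table of enriched terms gives a P of 1.68e-06 for light harvesting, 7.70e-06 for photosystem I, 0.022 for the carboxylase term, 0.000287 for the lipid storage body and 0.00143 for embryo development.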

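In the NDGA library the light-harvesting genes stood above CK. All 19 above the FPKM filter were higher, with a median log2 ratio of 1.52, and 15 (78.9%) were at least 2-fold higher, against 8.19% of the genes with a GO term above it. Of the 15 genes of photosystem I, which passes electrons to ferredoxin, 9 were at least 2-fold higher and 2 at least 2-fold lower, with a median of 1.22. The 61 genes of hydrolases acting on ester bonds had a median of 0.08, which was also the median of all genes, and 15 of them were at least 2-fold higher and 5 lower. All 3 genes of embryo development were at least 2-fold higher in NDGA too, with a median of 2.87. The authors' deposited table of enriched terms counts as differentially expressed 12 of 26 light-harvesting genes, 9 of 16 of photosystem I, 15 of 73 of ester hydrolases and 3 of 3 of embryo development.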

Meanwhile, the differentially expressed genes induced by NDGA were mainly distributed in the “photosynthesis, light harvesting” (GO:0009765, biological process, P value = 2.37E-05), “photosystem I” (GO:0009522, cellular component, P value = 3.50E-05) and “hydrolase activity, acting on ester bonds” (GO:0016788, molecular function, P value = 0.033) (S7, S8 and S9 Tables). These data suggest that the alteration of ABA may influence the expression of genes related to the GO function of “photosynthesis” in tomato fruit.

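Photosynthesis genes tended to be lowest in ABA and highest in NDGA. Photosystem II BY (Solyc10g077120.1), a small protein of photosystem II, was listed at 148 FPKM in CK, 70.5 in ABA and 306 in NDGA, whereas ferredoxin 3 (Solyc11g068430.1), an electron carrier, was listed at 233, 233 and 225 FPKM in CK, ABA and NDGA. Of the 52 genes of the GO term photosynthesis, 19 were at least 2-fold lower in ABA and 20 at least 2-fold higher in NDGA (medians -0.32 and 0.49). All 19 light-harvesting genes above the FPKM filter had the order NDGA, CK, ABA from highest to lowest. That order was found in 25.1% of all genes and the opposite one in 18.6%, where unordered values would give 16.7% each.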

Next, the DEGs were further subjected to KEGG pathway enrichment analysis. It was found that “photosynthesis-antenna proteins” (ko00196) and “photosynthesis” (ko00195) were the most enriched pathways under the influence of exogenous ABA. The DEGs altered by exogenous NDGA were also involved in the similar KEGG pathways as observed in ABA, indicating a close relationship between photosynthesis and ABA (S10, S11 and S12 Tables).

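The antenna genes of both photosystems were lower in ABA and higher in NDGA than in CK, in all 18 that passed the FPKM filter. In ABA 13 (72.2%) were at least 2-fold lower, against 4.73% of the 2220 genes with a pathway that passed it, and in NDGA 15 (83.3%) were at least 2-fold higher, against 6.22%. Their median log2 ratios were -1.89 and 1.52. Of 32 genes of the photosynthesis pathway, which covers the photosystems, electron carriers and ATP synthase, 13 (40.6%) were at least 2-fold lower in ABA and 18 (56.2%) at least 2-fold higher in NDGA, with medians of -0.67 and 1.1. Carbon fixation had medians of -0.95 and 1.01 over 7 loci. Among them glyceraldehyde 3-phosphate dehydrogenase A subunit 2 (Solyc04g009030.2) was listed at 3.82 FPKM in CK, 0.831 in ABA and 20.6 in NDGA, sedoheptulose-bisphosphatase (Solyc05g052600.2), which regenerates the acceptor of carbon dioxide, at 21.7, 14.6 and 27.8 FPKM in CK, ABA and NDGA, and phosphoribulokinase (Solyc08g076220.2) at 2.21, 0.650 and 5.46 FPKM in CK, ABA and NDGA. Another locus of this gene in the list, with a transcript of 133 bp, went the other way in NDGA, at 107 FPKM in CK and 0 in the others. From the enrichment of these pathways under both treatments, the paper reasons that photosynthesis and ABA are closely related.

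**Figure D1:**
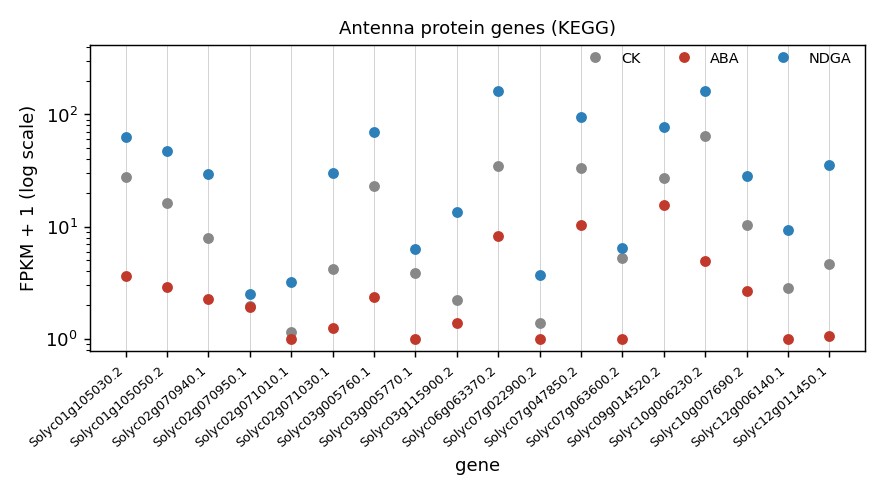
FPKM plus 1, on a log scale, of the 18 antenna protein genes that passed the FPKM filter, with 1 point per gene and library. For all 18 the NDGA point is the highest and the ABA point the lowest.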

### Analysis of Genes Related to Fruit Color Variation

During tomato ripening, fruit color alters from green to red via the accumulation of carotenoids and a parallel reduction in chlorophyll concentration [41]. Lycopene and β-carotene are the major carotenoids in ripe tomato fruits [42, 43] (Fig 2a). Besides, chlorophyll is an extremely important biomolecule responsible for green color in the early stage of tomato ripening (Fig 2b) [44, 45]. 

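Genes of carotenoid biosynthesis, the pathway to lycopene and beta-carotene, were mostly lower in NDGA than in CK, 18 of 26, and 12 of the 13 called ones were. In ABA 6 of the 13 called genes were higher and 7 lower, and 5 and 8 after scaling to the 75th percentile. Most differences were small: 1 called gene was at least 1.5-fold higher in NDGA, 2 at least 1.5-fold lower in NDGA and 2 at least 1.5-fold lower in ABA. Over the 20 loci that passed the FPKM filter the median log2 ratio was 0.01 in ABA, which reverses after scaling, and -0.25 in NDGA, at percentile 0.42 of the random lists. Of the 8 genes of chlorophyll degradation, 3 were higher in ABA and 5 in NDGA (4 in NDGA after centring on all genes), and both called ones were higher in ABA and lower in NDGA. Genes were called on these same libraries, with expected shares that favour genes higher in ABA and lower in NDGA, so the directions of the called ones are not independent evidence.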

In this study, 34 expressed genes were identified in color alteration process, with 13 DEGs in carotenoids biosynthesis and 2 DEGs in chlorophyll degradation, respectively (S13 and S14 Tables).

**Fig 2:**
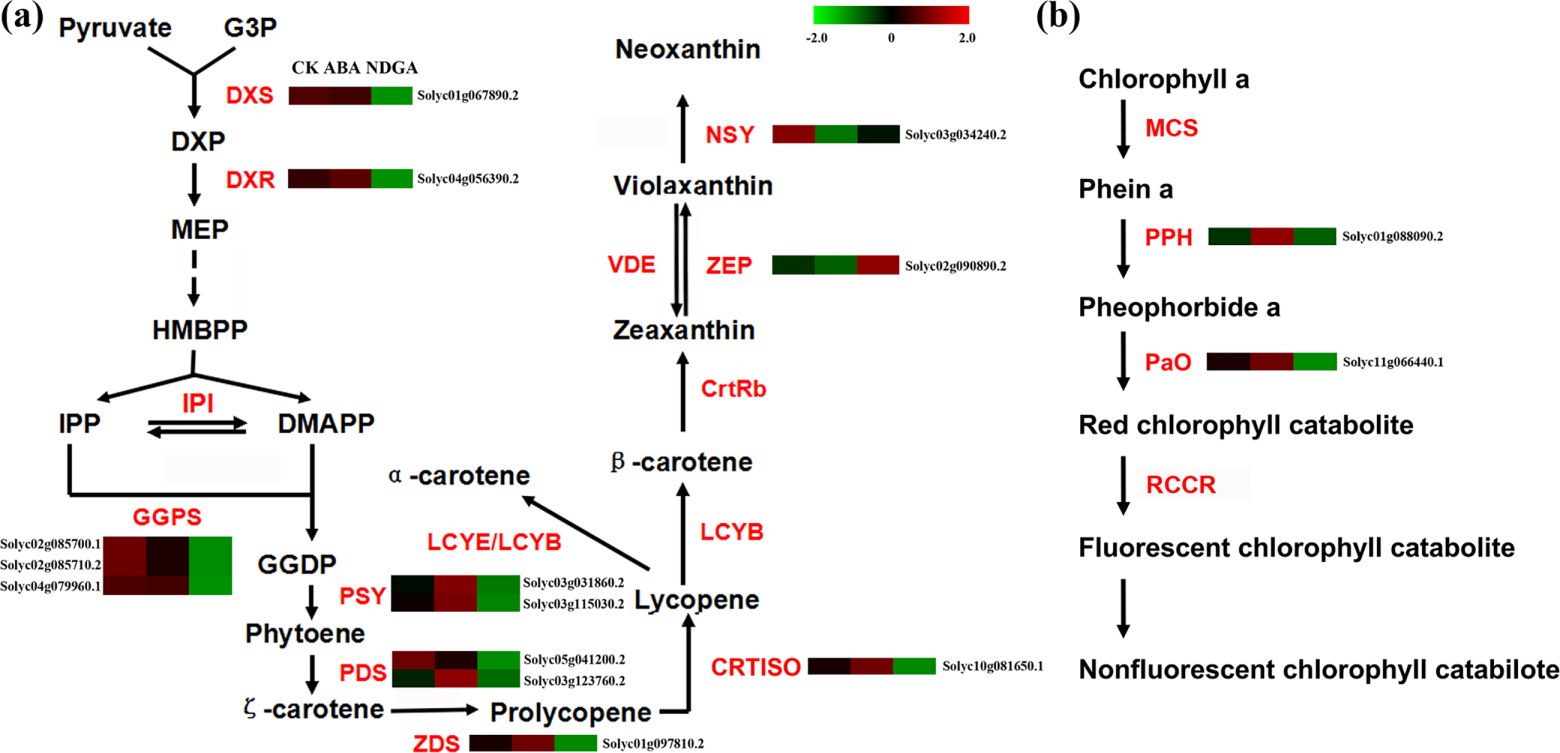
Analysis of DEGs involved in the pathway of carotenoid biosynthesis and chlorophyll degradation. (a) Schematic diagram of carotenoid biosynthesis (modified from the reference [78]) and the expression profile of 13 DEGs encoding key enzymes in the pathway. (b) Schematic diagram of chlorophyll degradation pathway (referred to reference [78]). The expression profile of 2 DEGs encoding key enzymes in chlorophyll degradation. Analysis of the transcriptional profiles of the relative gene expression values (Z scores) was performed using the heatmap command, Red and green color represent up-regulated and down-regulated genes, respectively. Abbreviations are listed in Supplemental S19 Table.

To further analyze effects of ABA or NDGA on carotenoids pathway, expression of genes encoding 12 key enzymes involved in the carotenoids biosynthesis were analyzed. DXS is regarded as the rate-limiting enzyme in the MEP (2-C-methyl-D-erythritol 4-phosphate) pathway. We detected two *DXS* genes expressed in the tomato transcriptome, and one of them was significantly down-regulated by NDGA (Solyc01g067890.2). 

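The 2 DXS genes encode the entry enzyme of the plastid route to isoprenoids. Solyc01g067890.2 was listed at 162 FPKM in CK, 161 in ABA and 149 in NDGA, which is 1.09-fold lower in NDGA, and was called (chi-square P = 1.2e-07). Solyc11g010850.1 stayed under 1 FPKM in each library (chi-square P = 0.804). DXR (Solyc03g114340.2), the enzyme after DXS, was listed at 27.4, 28.4 and 26.9 FPKM in CK, ABA and NDGA and was not called. Its log2 ratio of 0.05 in ABA reverses after scaling.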

Compared with CK, the expressed *IPI* was significantly up-regulated by ABA and down-regulated by NDGA (Solyc04g056390.2). 

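IPI converts isopentenyl into dimethylallyl diphosphate, the starter unit of carotenoids. The gene was listed at 210.4 FPKM in CK, 214 in ABA and 191 in NDGA and was called (chi-square P = 1.0e-10). It was 1.1-fold lower in NDGA, and its log2 ratio in ABA, 0.02, becomes -0.03 after scaling to the 75th percentile.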

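Geranylgeranyl diphosphate synthase makes the precursor from which phytoene is built. Its genes were lower than CK in both treated libraries, by less in ABA than in NDGA. Solyc04g079960.1 was listed at 74.0 FPKM in CK, 72.1 in ABA and 32.5 in NDGA, which is 1.03-fold lower in ABA and 2.28-fold lower in NDGA (chi-square P = 2.9e-11). Solyc02g085700.1 and Solyc02g085710.2 lie in 1 assembled locus and share its values, 57.7, 53.7 and 45.0 FPKM in CK, ABA and NDGA, 1.28-fold lower in NDGA (chi-square P = 6.7e-04).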

The three expressed *GGPS*s were all identified as significantly changed, which were specially repressed by NDGA from 1.28 fold to 2.27 fold (Solyc02g085700.1, Solyc02g085710.2 and Solyc04g079960.1). PSY is regarded as a key component in the upstream of carotenoids pathway, which participates in the conversion from GGPP to phytoene. 

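Phytoene synthase catalyses the first step that belongs to carotenoids alone. The gene Solyc03g031860.2, on chromosome 3 from 8604954 to 8610361 of the tomato genome, had the highest FPKM of the pathway. It was 1.30-fold higher in ABA and 1.29-fold lower in NDGA, from 2278 FPKM in CK, 2951 in ABA and 1768 in NDGA (chi-square P = 2.2e-291). Solyc03g115030.2, which the paper lists as phytoene synthase and the deposited annotation as a homolog of the mitochondrial import receptor subunit TOM5, was 1.13-fold higher in ABA and 1.23-fold lower in NDGA, from 205 FPKM in CK (chi-square P = 6.3e-18); its longest transcript has 276 bp. The other gene, Solyc02g081330.2, was listed at 8.94, 8.81 and 7.79 FPKM in CK, ABA and NDGA and was not called.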

Among the three expressed *PSY*s, two of them showed obvious increase in expression level after ABA treatment as well as great reduction after NDGA treatment (Solyc03g031860.2, 2277.9 FPKM in CK, 2951.4 FPKM in ABA and 1768.0 in NDGA; Solyc03g115030.2, 204.8 in CK, 232.2 in ABA and 165.9 in NDGA). 

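Phytoene desaturase (PDS), zeta-carotene desaturase (ZDS) and carotenoid isomerase (CRTISO) turn phytoene into red lycopene. ZDS (Solyc01g097810.2) was 1.1-fold higher in ABA and 1.24-fold lower in NDGA, from 53.7 FPKM in CK (chi-square P = 6.3e-05), and CRTISO (Solyc10g081650.1) was 1.16-fold higher in ABA and 1.49-fold lower in NDGA, from 101 FPKM (P = 7.2e-13). The PDS genes differed from each other. Solyc03g123760.2 was listed at 44.5 FPKM in CK, 58.7 in ABA and 38.5 in NDGA (chi-square P = 7.9e-06). Solyc05g041200.2, on chromosome 5 from 49398355 to 49402874, had the highest FPKM of the 3 PDS genes and was lower in both treated libraries, 268 in CK, 242 in ABA and 186 in NDGA (chi-square P = 1.4e-18). Solyc07g045050.2 was not called and was listed at 19.7, 16.1 and 15.2 FPKM in CK, ABA and NDGA.

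**Figure D2:**
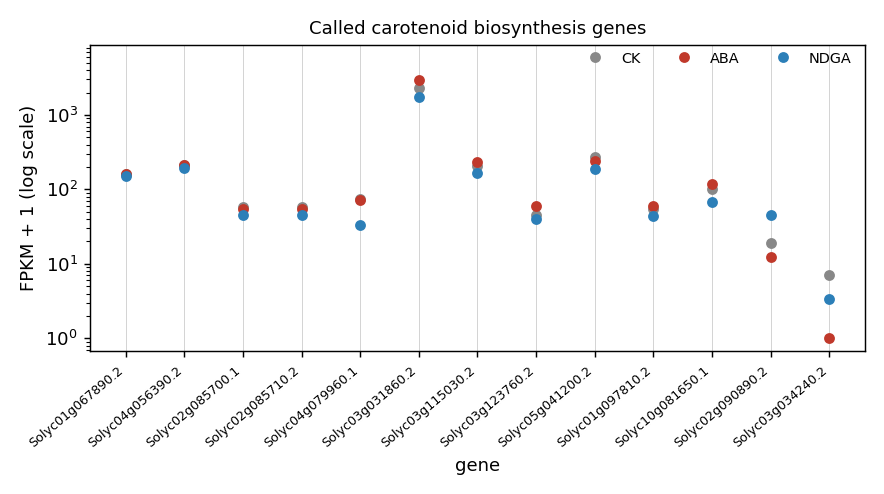
FPKM plus 1, on a log scale, of the 13 called carotenoid biosynthesis genes, with 1 point per gene and library. The NDGA point lies under the CK point for 12 genes, and for 6 the ABA point lies above it (5 after scaling to the 75th percentile).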

Some Other important enzymes, PDS, ZDS and CRTISO, which contribute to the production of lycopene were all significantly up-regulated by ABA and evidently suppressed by NDGA in their transcript abundance. However, our data revealed that the transcription of *ZEP* was repressed by ABA treatment and the enhanced by NDGAtreament (Solyc02g090890.2, 18.0 in CK, 11.2 in ABA and 44.4 FPKM in NDGA).

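ZEP turns zeaxanthin into violaxanthin, from which ABA is made, and its gene (Solyc02g090890.2) lies on chromosome 2 from 46947557 to 46953158. It was 1.60-fold lower in ABA and 2.47-fold higher in NDGA (chi-square P = 0.0124). It was the one called gene of the carotenoid list that was higher in NDGA. A neoxanthin synthase gene of the next step (Solyc03g034240.2, annotated as ABA4) was listed at 6.06 FPKM in CK, 0 in ABA and 2.34 in NDGA (chi-square P = 0.0287). Violaxanthin de-epoxidase, which runs the cycle backwards, had 2 genes that were not called, Solyc04g051610.2 at 1.69, 2.11 and 2.17 FPKM in CK, ABA and NDGA and Solyc04g050930.2, which stayed under 1 FPKM.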

Chlorophyll degradation is recognized as a pivotal process in fruit degreening [44, 45]. We analyzed major genes involved in chlorophyll breakdown including: *Chlase*, *PPH*, *PaO* and *RCCR* (S14 Table). Two *Chlase* genes (Solyc06g053980.2 and Solyc12g005300.1) showed no differences at expression level in ABA or NDGA treatment. 

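Chlorophyllase removes the phytol tail of chlorophyll, and both genes had few FPKM. Solyc06g053980.2 was listed at 1.13 FPKM in CK, 0.101 in ABA and 3.79 in NDGA (chi-square P = 0.306). Solyc12g005300.1 was listed at 1.40, 0.357 and 3.24 FPKM in CK, ABA and NDGA (chi-square P = 0.552). Each was lowest in ABA and highest in NDGA, and neither was called.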

One of the expressed *PPH*s (Solyc01g088090.2) was identified as DEG, which showed increased transcript abundance from 45.8 to 64.1 FPKM upon treatment with ABA. 

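PPH removes phytol from pheophytin during degreening. Solyc01g088090.2, on chromosome 1 from 74688574 to 74691965, was 1.40-fold higher in ABA and 1.1-fold lower in NDGA (chi-square P = 1.6e-06). The other PPH gene, Solyc10g049560.1, was listed at 0.846, 1.23 and 7.00 FPKM in CK, ABA and NDGA and was not called.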

Among three detected *PaO*s, one of them was elevated by ABA and remarkably suppressed by NDGA (Solyc11g066440.1, 62.3 FPKM in CK, 67.6 in ABA and 51.7 FPKM in NDGA).

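PaO opens the ring of pheophorbide, after which the pigment is no longer green, and RCCR acts on the product. Solyc11g066440.1 was 1.09-fold higher in ABA and 1.20-fold lower in NDGA (chi-square P = 3.8e-05). The other PaO genes were not called: Solyc11g012850.1 was listed at 41.9, 32.9 and 54.4 FPKM in CK, ABA and NDGA, and Solyc06g060310.2 at 15.1, 10.7 and 15.8 FPKM in CK, ABA and NDGA, a difference in NDGA that reverses after centring on all genes. RCCR (Solyc03g044470.2) was 2.02-fold lower in ABA than in CK, from 16.2 FPKM, and was not called.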

### Genes Related to Flavonoid Biosynthesis

Flavonoids are ubiquitous plant secondary metabolites with a vast array of biological functions, including coloring, defense against biotic and abiotic stresses and contribution to plant growth and development [46]. Flavonoids are derived from the phenylpropanoid pathway, transforming phenylalanine into 4-coumaroyl-CoA, which demands the involvement of several crucial enzymes like PAL, C4H, and 4CL [47] (Fig 3a). 

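PAL opens the phenylpropanoid pathway by turning phenylalanine into cinnamate. Solyc03g078270.1 was listed at 2.47 FPKM in ABA and 0 in the others (chi-square P = 0.0259). The PAL genes with more transcript were lower in ABA and were not called. Solyc10g086180.1 was listed at 57.3 FPKM in CK, 34.3 in ABA and 65.3 in NDGA (chi-square P = 0.323), and Solyc09g007900.2 at 38.9, 21.8 and 52.3 FPKM in CK, ABA and NDGA (P = 0.343). Of all 49 genes of the flavonoid table, 16 were called, of which 12 were higher in ABA (11 after scaling) and 9 lower in NDGA (11 after centring). Over the 40 loci above the FPKM filter the median log2 ratio was 0.17 in ABA and 0.10 in NDGA. As the genes were called on the same libraries, with expected shares that favour this order, the directions of the called ones are not independent evidence.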

There was only one *PAL* (Solyc03g078270.1) significantly regulated by exogenous treatments, which exclusively expressed in ABA treated-fruits (not expressed in CK and NDGA treatments) (Fig 3b). Transcription of the *C4H* (Solyc05g047530.2) was moderately improved by ABA from 24.7 to 33.6 FPKM, and repressed considerably to 7.7 FPKM by NDGA (Fig 3b). Moreover, of five *4CL*s, one with high expression level (Solyc03g117870.2) was up-regulated by ABA from 143.2 to 184.9 FPKM, and reduced to 105.7 FPKM by NDGA (S15 Table).

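C4H adds a hydroxyl group to cinnamate and is encoded here by 1 gene (Solyc05g047530.2), on chromosome 5 from 58151347 to 58161415. It was 1.36-fold higher in ABA and 3.20-fold lower in NDGA (chi-square P = 5.3e-08). A gene of a later hydroxylase, C3H (Solyc01g009370.1), had the same order, with 2.19 FPKM in CK, 4.90 in ABA and 0 in NDGA (chi-square P = 0.0142).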

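4CL joins coumarate to coenzyme A, which supplies flavonoid and lignin synthesis. Solyc03g117870.2 was 1.29-fold higher in ABA and 1.36-fold lower in NDGA (chi-square P = 4.3e-20). The 4CL gene with the next highest FPKM, Solyc03g097030.2, had the opposite order and was not called, with 5.87, 2.76 and 12.6 FPKM in CK, ABA and NDGA. The other 3 genes stayed under 2 FPKM.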

**Fig 3:**
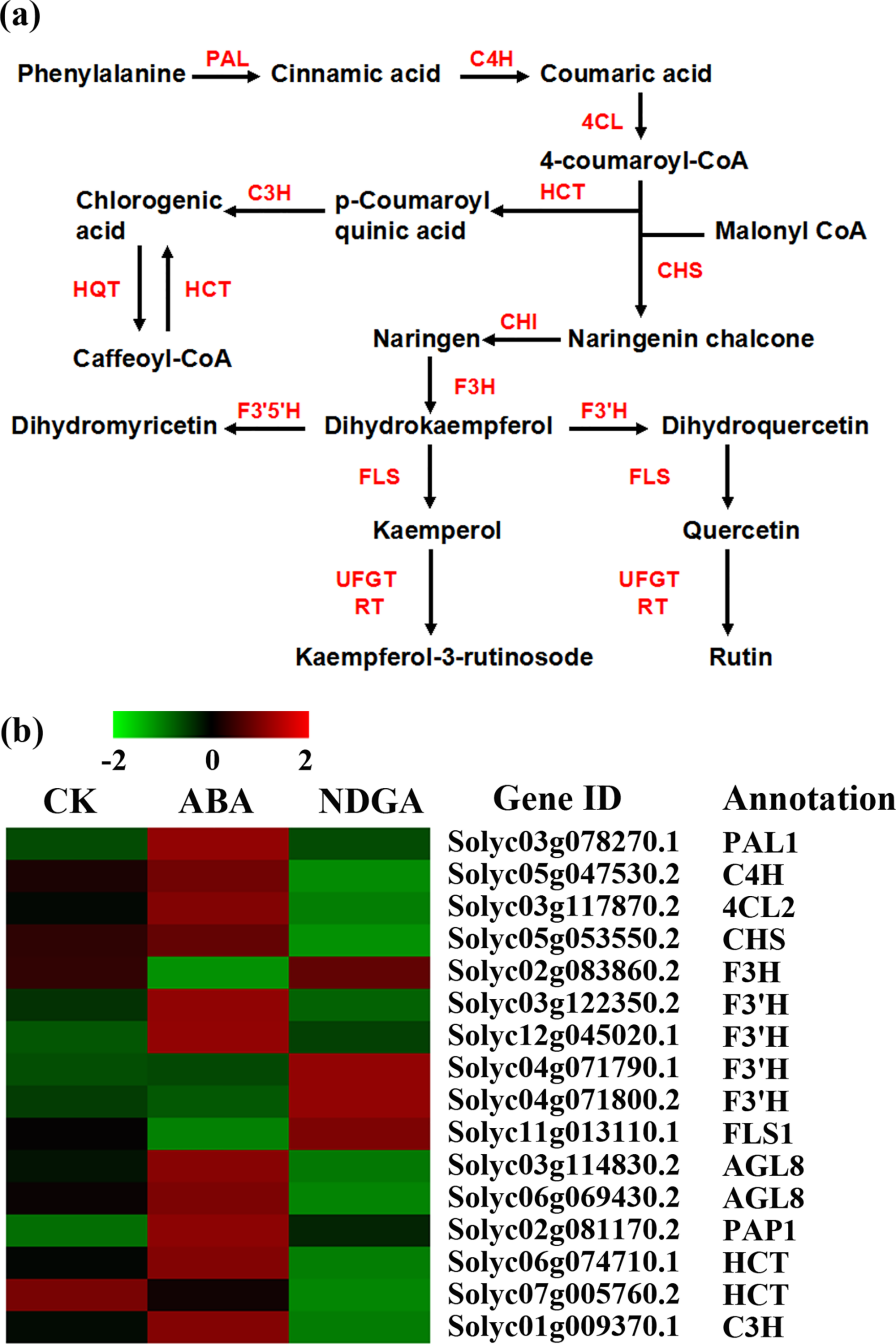
Analysis of DEGs involved in the pathway of flavonoids biosynthesis. (a) Schematic diagram of flavonoids biosynthesis (modified from the reference [49]). (b) The expression profile of 16 DEGs encoding key enzymes in the pathway. Abbreviations are listed in Supplemental S19 Table.

In tomato fruit, flavonoid naringenin chalcone (NarCh) has been reported as a predominant compound of total flavonoids, which was the first intermediate in the biosynthesis of flavonols [48]. It was synthesized from 4-coumarate-CoA by the catalysis of CHS and subsequently converted to naringenin (Nar) with the action of CHI [49]. In our result, the *CHS* gene (Solyc05g053550.2) expressed significantly higher in ABA treatment and showed a lower abundance in NDGA treated fruits (Fig 3b). However, none of *CHI*s expressed significantly differentially by either of the exogenous treatments. 

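CHS builds the chalcone skeleton of flavonoids. Its FPKM was nearly equal in the 3 libraries, 181, 182 and 179 FPKM in CK, ABA and NDGA. The log2 ratio was 0.01 in ABA, which becomes -0.05 after scaling to the 75th percentile, and -0.02 in NDGA. The gene was called (chi-square P = 3.0e-07).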

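Chalcone isomerase closes the ring of naringenin. None of its 7 genes was called. The one with the highest FPKM, Solyc05g052240.2, was 1.53-fold lower in ABA and 1.43-fold higher in NDGA, from 152 FPKM in CK (chi-square P = 0.129). Solyc08g061480.2 was listed at 16.2, 19.8 and 23.1 FPKM in CK, ABA and NDGA (chi-square P = 0.345).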

The expression of *F3H* was significantly decreased in ABA treatment by almost 2 fold (Solyc02g083860.2, from 130.3 to 67.4 FPKM), but slightly increased in NDGA treatment to 146.2 FPKM. 

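F3H makes dihydroflavonols from naringenin, and F3'H adds a hydroxyl group to them. F3H was 1.93-fold lower in ABA and 1.12-fold higher in NDGA (chi-square P = 0.00966). Of 11 genes annotated as F3'H, 4 were called. Solyc12g045020.1 was 1.86-fold higher in ABA and 1.08-fold higher in NDGA, from 30.7 FPKM in CK (chi-square P = 1.2e-07), and Solyc03g122350.2 was 1.38-fold higher in ABA and 1.11-fold lower in NDGA, from 113 (P = 1.2e-14). Solyc04g071790.1 was near 0 in CK and ABA, at 0.328 and 0.509, and was listed at 6.79 in NDGA (chi-square P = 0.0401). The other called gene, Solyc04g071800.2, was listed at 0.756, 0 and 6.33 FPKM in CK, ABA and NDGA (chi-square P = 0.0459), lower in ABA.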

The formed dihydroquercetin and dihydrokaempferol would be converted to kaempferol and quercetin respectively, which were catalyzed by the enzyme of FLS. It was observed that the *FLS* was suppressed by 1.51 fold in ABA treatment and induced by 1.31 fold in NDGA treatment (Solyc11g013110.1, 714.1 FPKM in CK, 474.8 FPKM in ABA and 932.5 in NDGA).

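FLS (Solyc11g013110.1), the enzyme that completes the flavonols, had the highest FPKM in CK among the enzymes of the flavonoid table. It lies on chromosome 11 from 5961439 to 5965680. It was lowest in ABA and highest in NDGA (chi-square P = 0.00434). The glucosyltransferase UFGT (Solyc04g010110.2), which adds sugar to flavonoids, was listed at 29.1, 31.8 and 31.2 FPKM in CK, ABA and NDGA and was not called.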

Many transcription factors have been previously proven to regulate the expression of flavonoids-pathway genes, such as *MYB12*, *AGL8* and *PAP1* [48, 50, 51]. We found that the two *AGL8*s both showed obviously increased expression when treated with exogenous ABA and correspondingly decreased upon NDGA application (Solyc03g114830.2, 165.6 in CK, 203.4 in ABA and 134.0 FPKM in NDGA; Solyc06g069430.2, 625.0 in CK, 772.0 in ABA and 445.7 FPKM in NDGA). 

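AGL8 genes encode MADS-box transcription factors, a family that includes regulators of ripening. Solyc06g069430.2 was 1.24-fold higher in ABA and 1.40-fold lower in NDGA, with 625 FPKM in CK, 772 in ABA and 446 in NDGA (chi-square P = 3.5e-80). Solyc03g114830.2 was 1.23-fold higher in ABA and 1.18-fold lower in NDGA, with 166, 203 and 140.0 FPKM in CK, ABA and NDGA (chi-square P = 7.6e-17).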

Meanwhile, the transcript of *PAP1* (Solyc02g081170.2) was also enhanced by ABA, which increased from 174.7 to 203.9 FPKM.

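PAP1 is annotated in the files as a plastid-lipid-associated protein, a family that stores lipids and carotenoids in plastids. It was 1.17-fold higher in ABA (chi-square P = 5.7e-10). In NDGA it was listed at 184 FPKM, a log2 ratio of 0.07 that reverses after centring on all genes. MYB12 (Solyc01g079620.2), an activator of flavonol genes, was listed at 21.8, 10.6 and 19.6 FPKM in CK, ABA and NDGA and was not called.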

### Genes Related to the Reactive Oxygen Species (ROS) Scavenging Enzymes

During fruit maturation, continuously generation of reactive oxygen species (ROS) could cause oxidative damages, initiating a variety of ROS-related disorders or cellular toxicity in plant [52]. ROS include free radicals like superoxide anion (O_2_^-^), hydroxyl radical (OH^-^) and other non-radical molecules such as hydrogen peroxide (H_2_O_2_), singlet oxygen (^1^O_2_) [52]. The formation of ROS can be scavenged by a battery of enzymes in the antioxidant system, which was mainly composed of the GSH-ASA cycle (32 detected genes), GPX pathway (99 detected genes), the PrxR/TrX pathway (74 detected genes), SOD (7 detected genes) and the CATs (6 detected genes) [30] (S16 Table).

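Genes that remove reactive oxygen were, among those called, mostly higher in ABA and lower in NDGA. Of 218 genes of the S16 Table 101 were called, of which 78 were higher in ABA (76 after scaling to the 75th percentile) and 68 lower in NDGA (74 after scaling). Over all 218 genes 110 were higher and 99 lower in ABA (106 and 103 after scaling), and 100 were higher and 109 lower in NDGA (90 and 119 after scaling, 85 and 133 after centring on all genes). In the GSH-ASA cycle, which recycles ascorbate and glutathione, 16 of 32 genes were called and 11 of these were higher in ABA. In the GPX pathway, which uses peroxidases and glutathione S-transferases, 44 of 101 were called and 35 of these were higher in ABA. The expected shares of the chi-square test, 25.2% for ABA and 43.5% for NDGA, favour this order in any set of genes: over all called loci 2552 had the order ABA, CK, NDGA and 727 the reverse, but 974 and 1308 with equal shares. Of the called genes of the table 48 had that order and 3 the reverse, which was not tested against the lean over all called loci, and counts in single families carry that lean as well.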

SODs were antioxidant defense enzymes, catalyzing the dismutation of superoxide radicals (O_2_^-^) into oxygen and H_2_O_2_ [53]. Of all seven *SOD*s, five were identified as DEGs, showing remarkably increased expression levels in ABA and decreased levels in NDGA treated samples (Fig 4a). 

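Superoxide dismutases were higher in ABA for each of the 5 called genes, and 4 of the 5 were lower in NDGA (all 5 after scaling). Solyc01g067740.2 had the highest FPKM and was listed at 1824 FPKM in CK, 2156 in ABA and 1607 in NDGA (chi-square P = 2.1e-148). Solyc06g049080.2 was 1.26-fold higher in ABA and 1.23-fold lower in NDGA, from 212 FPKM in CK (chi-square P = 3.0e-24). Solyc03g062890.2 was 1.14-fold higher in ABA, and its log2 ratio in NDGA, 0.03, becomes -0.01 after scaling. None of the 5 reached 1.5-fold in either treatment.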

CATs, similar to SOD, were also of great importance to keep the primary products of partial oxygen reduction at steady-state concentrations in cells and tissues [54]. 

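Catalases break down hydrogen peroxide. Of the 6 catalase genes 2 were higher and 4 lower in ABA than in CK, and all 6 were lower in NDGA. Solyc12g094620.1, on chromosome 12 from 63141401 to 63145195, was listed at 3649 FPKM in CK, 3327 in ABA and 3231 in NDGA (chi-square P = 6.7e-135). The 2 genes higher in ABA, Solyc01g100630.1 and Solyc01g100640.2, lie in 1 assembled locus with 28.8, 34.3 and 23.8 FPKM in CK, ABA and NDGA (chi-square P = 0.00211). Solyc01g099420.1 was listed at 4.38 in CK, 4.06 in ABA and 0 in NDGA (chi-square P = 0.0373).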

Six expressed *CAT*s were all identified as DEGs, which showed slight alterations upon ABA treatment but noteworthy reductions by NDGA (Fig 4a).

**Fig 4:**
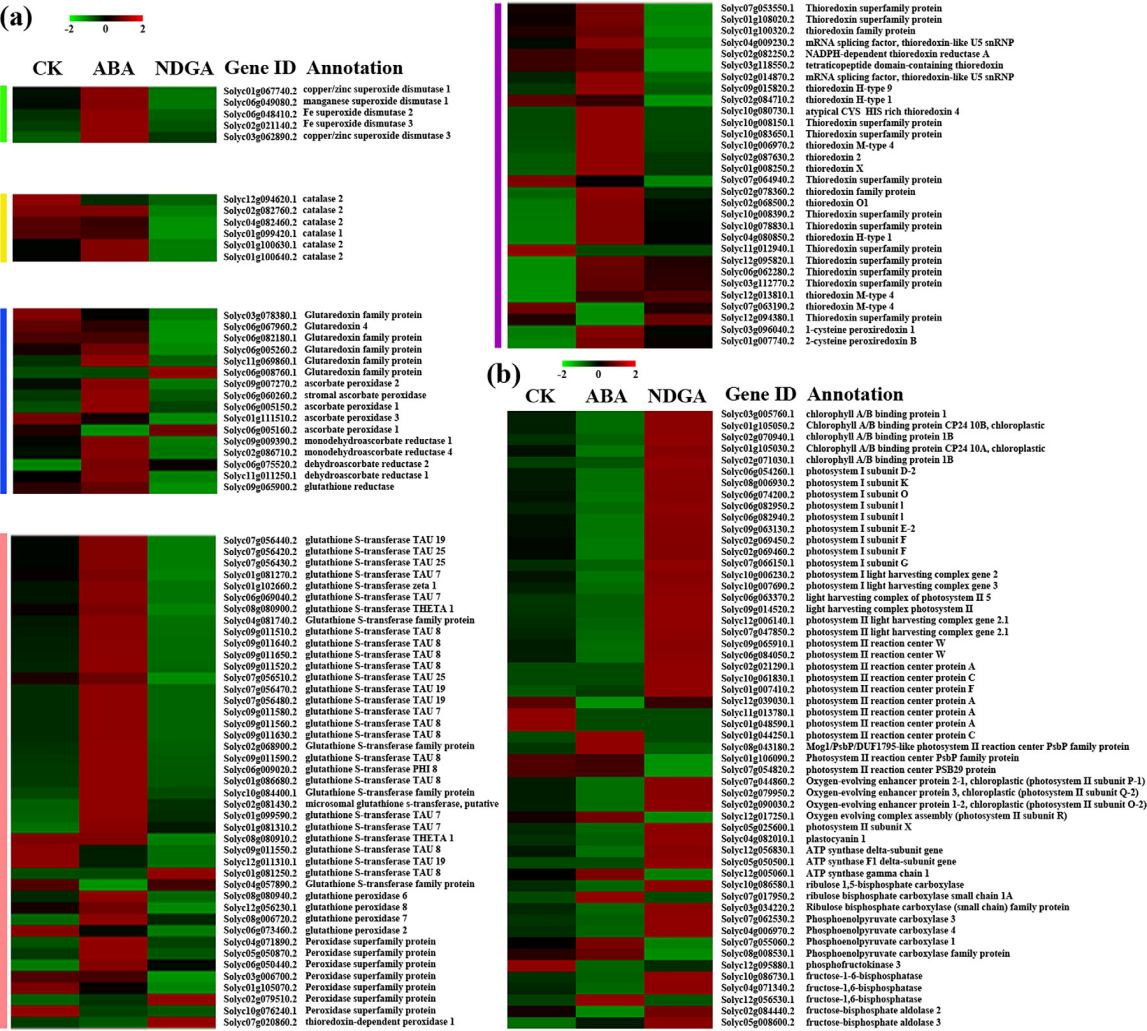
Analysis of DEGs involved in the pathway of ROS-scavenging and photosynthesis, respectively. (a) Expression profiling of DEGs involved in antioxidant system. Green bar, *SOD*s; yellow bar, *CAT*s; blue bar, genes encoding enzymes of GSH-ASA cycle; pink bar, genes encoding enzymes of GPX pathway; purple bar, genes encoding enzymes of PrxR/TrX pathway. (b) Expression profiling of DEGs encoding key enzymes in different steps of photosynthesis.

In addition, the GSH-ASA cycle has been proved to be involved in the action of eliminating ROS, which can be stimulated by environmental stress [55]. ASA and GSH were the important elements of GSH-ASA cycle, and the ratios of AsA/DHA (dehydroascorbate) and GSH/GSSG (glutathione disulfide) were considered as signals for modulating antioxidant mechanisms [56]. There were 15 *GLR*s, 10 *APX*s, 3 *MDAR*s, 3*DHAR*s and 1 *GR* in the GSH-ASA cycle. *GLR*s are small disulphide oxidoreductases with catalytic activity of S-glutathionylated proteins, thus becoming key enzymes in redox signaling and ROS scavenging [57, 58]. Among 15 *GLR*s, there were 5 genes considered to be altered significantly after exogenous ABA or NDGA applications. 

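Glutaredoxins reduce disulphides with glutathione. Of their 15 genes 6 were called, of which 5 were lower in NDGA and 3 higher in ABA. Solyc03g078380.1 was listed at 272 FPKM in CK, 237 in ABA and 206 in NDGA (chi-square P = 1.2e-14), and Solyc06g067960.2 at 53.6, 50.3 and 38.5 FPKM in CK, ABA and NDGA (P = 2.5e-04). Solyc06g005260.2 was listed at 118, 131 and 94.2 FPKM in CK, ABA and NDGA (chi-square P = 2.5e-10) and Solyc06g082180.1 was 3.96-fold lower in NDGA (P = 0.0319). Solyc11g069860.1 was higher in ABA, with 143, 179 and 134 FPKM in CK, ABA and NDGA (chi-square P = 5.4e-13). Solyc06g008760.1, the called gene that was higher in NDGA, was listed at 0.834, 1.11 and 10.4 FPKM in CK, ABA and NDGA (chi-square P = 0.0156).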

The abundances of Solyc06g067960.2, Solyc03g078380.1, Solyc06g005260.2, and Solyc06g082180.1 in NDGA treatment were lower than those in control by 1.39, 1.32, 1.27 and 3.97 fold respectively. APXs were currently reported as the major peroxidase for reducing cellular H_2_O_2_ into water, by using ASA as electron donor [59]. 

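Of the 10 ascorbate peroxidase genes 5 were called, and 3 of these were higher in ABA and 2 lower. Solyc09g007270.2, the one with the highest FPKM, was 1.22-fold higher in ABA and 1.17-fold lower in NDGA, from 486 FPKM in CK (chi-square P = 2.8e-46). Solyc06g005150.2 was 1.15-fold higher in ABA and Solyc06g060260.2 was 1.16-fold higher in ABA. Solyc06g005160.2 was 1.06-fold lower in ABA (chi-square P = 1.2e-08) and Solyc01g111510.2 was 1.06-fold lower in ABA and 1.17-fold lower in NDGA (P = 9.6e-09). In NDGA 3 of the 5 were lower than CK, and all 5 after scaling to the 75th percentile.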

Almost all *APX* DEGs exhibited considerably increased abundance with exogenous ABA but were little influenced by NDGA treatment (Fig 4a). 

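Monodehydroascorbate reductase returns oxidised ascorbate to its reduced form. Solyc09g009390.2 was 1.37-fold higher in ABA and 1.46-fold lower in NDGA, with 226 FPKM in CK, 309 in ABA and 154 in NDGA (chi-square P = 5.3e-39). Solyc02g086710.2 was 1.08-fold higher in ABA and 1.06-fold lower in NDGA, from 57.0 FPKM in CK (chi-square P = 9.1e-04). Solyc08g081530.2 was lower than CK in both treated libraries and was not called.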

Among three *MDAR*s, two of them (Solyc09g009390.2 and Solyc02g086710.2) were both significantly induced by ABA and repressed by NDGA treatment. Moreover, DHARs are also essential enzymes for reducing DHA back to AsA using GSH as reducing substrate [60]. Two *DHAR*s (Solyc06g075520.2 and Solyc11g011250.1) were significantly up-regulated by ABA and down-regulated by NDGA, and the only one detected *GR* (Solyc09g065900.2), which catalyzed the reduction of GSSG to GSH in conjuction with NADPH, also showed a significantly elevated expression in ABA and a reduction in NDGA samples.

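Among the DHAR genes Solyc11g011250.1 was 1.12-fold higher in ABA and 1.14-fold lower in NDGA, from 36.6 FPKM in CK (chi-square P = 0.00308). Solyc06g075520.2 was listed at 0 in CK, 5.59 in ABA and 3.18 in NDGA (chi-square P = 0.0183). Solyc05g054760.2 was not called and was listed at 43.3, 40.1 and 72.4 FPKM in CK, ABA and NDGA. GR was 1.04-fold higher in ABA and 1.15-fold lower in NDGA, from 45.0 FPKM (chi-square P = 0.00283).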

The GPX pathway contained 51*GST*s, 6 *GPX*s and 42 *POD*s. GSTs are a superfamily of proteins, and there were 31 *GST*s showing different expressions upon exogenous ABA or NDGA treatment, most of which were significantly up-regulated by ABA and down-regulated by NDGA (Fig 4a). 

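Glutathione S-transferases attach glutathione to toxic or reactive compounds. Of 51 genes 31 were called; 27 of these were higher in ABA and 27 lower in NDGA (28 after centring on all genes), and 23 had the order ABA, CK, NDGA. The highest FPKM belonged to a locus that holds Solyc07g056420.2, Solyc07g056430.2 and Solyc07g056440.2, with 1388 FPKM in CK, 2574 in ABA and 347 in NDGA. Each gene of this locus is counted. Solyc09g011520.2 was 2.70-fold higher in ABA and 3.08-fold lower in NDGA, from 13.7 FPKM in CK (chi-square P = 1.2e-12), and Solyc01g086680.2 was 3.45-fold higher in ABA and 1.56-fold lower in NDGA, from 6.98 (P = 2.8e-08). Solyc12g011310.1 was lower in both treated libraries, with 109.8, 86.4 and 76.2 FPKM in CK, ABA and NDGA (chi-square P = 1.5e-06).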

GPXs also have the catalysis activity of reducing H_2_O_2_ to water, by using GSH as the reductant [61]. 

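Of the 6 glutathione peroxidase genes, whose enzymes reduce peroxides, 4 were called, with 3 higher in ABA and 3 lower in NDGA. Solyc08g080940.2 (glutathione peroxidase 6) was 1.54-fold higher in ABA and 1.23-fold lower in NDGA, from 335 FPKM in CK (chi-square P = 6.9e-63). Solyc12g056230.1 was listed at 73.1, 83.1 and 55.5 FPKM in CK, ABA and NDGA (chi-square P = 1.2e-07). Solyc06g073460.2 was lower in both treated libraries, by 1.1-fold in ABA and 1.19-fold in NDGA (chi-square P = 3.7e-08).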

Four *GPX*s were identified as DEGs, which also showed a similar changing trend like other genes. 

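Peroxidases of this family oxidise phenols and other substrates with hydrogen peroxide. The table holds 44 of their genes, of which 9 were called, 5 higher in ABA and 4 lower. Solyc04g071890.2 was 1.89-fold higher in ABA, from 105 FPKM in CK (chi-square P = 8.5e-26). Solyc05g050870.2 was listed at 0.798 FPKM in CK, 6.67 in ABA and 0 in NDGA (chi-square P = 2.7e-04). Solyc01g105070.2 was lower in both treated libraries, 35.7, 22.3 and 5.08 FPKM in CK, ABA and NDGA (chi-square P = 4.6e-08). Solyc07g020860.2, annotated as a thioredoxin-dependent peroxidase, had the highest FPKM of the family, 712, 695 and 853 FPKM in CK, ABA and NDGA (chi-square P = 1.9e-10).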

Eight DEGs were identified among the large family of *POD*s, and the majority of them were highly expressed in ABA treated fruits.

It has been proposed that TrX/PrX system has a vital role in the removal of H_2_O_2_ [62, 63]. It has been reported that the Trxs were central players of various signaling cascades including redox homeostasis, and the catalytic activity of oxidized PrxRs could be restored by Trxs [64]. A total of 70 *Trx*s were expressed in our samples, and almost all of the 29 DEGs were up-regulated by ABA. 

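Of the 29 called thioredoxin genes 24 were higher in ABA than in CK (22 after scaling), and in NDGA 16 were higher and 12 lower (13 and 15 after scaling). Thioredoxin H-type 1 (Solyc04g080850.2), a cytosolic reductant, was 1.73-fold higher in ABA and 1.35-fold higher in NDGA, from 236 FPKM in CK (chi-square P = 1.2e-33). Solyc07g053550.1 was 1.26-fold higher in ABA and 1.75-fold lower in NDGA, from 457 FPKM (chi-square P = 5.8e-79). Solyc12g094380.1 was 3.33-fold lower in ABA, from 65.7 FPKM (chi-square P = 2.3e-04). Over all 70 genes 29 were higher and 38 lower in ABA.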

*Prx*s are a ubiquitous family of antioxidant enzymes, reducing peroxides by redox-active cysteines [65]. 

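Peroxiredoxin genes were led by Solyc03g096040.2, annotated as 1-cysteine peroxiredoxin 1, a form known from seeds. It was listed at 0.0709 FPKM in CK, 86.8 in ABA and 39.5 in NDGA (chi-square P = 8.8e-31). The list of seed storage genes, some of which are expressed in CK, had a median log2 ratio of 3.43 in ABA and 2.25 in NDGA. 2-cysteine peroxiredoxin B (Solyc01g007740.2), a plastid enzyme, was 1.27-fold higher in ABA and 1.16-fold higher in NDGA, from 32.9 FPKM in CK (chi-square P = 0.0113). The other two were not called. Solyc01g079820.2 was listed at 58.3, 62.8 and 79.3 FPKM in CK, ABA and NDGA (chi-square P = 0.136) and Solyc10g082030.1 at 32.7, 30.2 and 47.2 FPKM in CK, ABA and NDGA (P = 0.859).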

There were four genes encoding PrxRs in the present study, and three of them were in significantly higher abundance in ABA treatment than those in CK (Fig 4a).

### Genes Related to Photosynthesis Process

Interestingly, we observed that the GO term and KEGG pathway related to photosynthesis was highly enriched with the treatments of ABA and NDGA, indicating that the photosynthetic system and its components are regulated by phytohormone ABA during postharvest fruit ripening. There was a substantial amount of DEGs associated with different steps of photosynthesis, which showed significantly up-regulation in NDGA-treated fruits and down-regulation in ABA (Fig 4b, S17 Table). 

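Photosynthesis genes were mostly lower in ABA and higher in NDGA. Of 113 genes of the S17 Table 83 were lower in ABA and 79 higher in NDGA. The test called 54, of which 42 were lower in ABA, 40 higher in NDGA and 36 both. Over the 99 loci above the FPKM filter the median log2 ratio was -0.65 in ABA, under every random list, and 0.79 in NDGA, above every one. Genes annotated as the photosystem II core proteins that the plastid itself encodes went both ways: of 12 genes 5 were at least 2-fold lower in ABA and 1 was higher, and in NDGA 4 were at least 2-fold higher and 3 at least 2-fold lower (medians -0.04 and -0.07). The NDGA median is above 0 when loci with a longest transcript under 300 bp are left out. The directions of called genes are not independent evidence, since the calls come from the same libraries. For these genes, however, the expected shares favour the opposite order. Over all called loci 2552 had the order ABA, CK, NDGA and 727 the reverse.

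**Figure D3:**
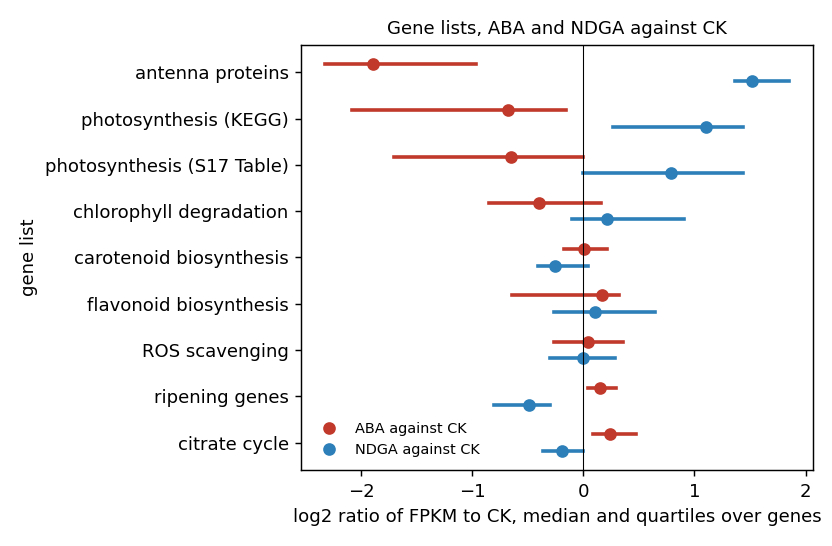
Median (point) and quartiles (line) of the log2 ratio of FPKM to CK over the genes of 9 lists, for ABA and for NDGA. The antenna protein medians lie at -1.89 and 1.52, and those of the citrate cycle at 0.24 and -0.19. The carotenoid median in ABA, 0.01, reverses after scaling to the 75th percentile.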

The vast majority of DEGs involved in photosystem I and photosystem II had remarkable higher expressions with NDGA application and decreased expressions in ABA treatment. Among 13 genes encoding chlorophyll A/B binding proteins, five of them showed significant differences in expression level. 

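Chlorophyll a/b binding proteins hold the pigments that collect light. All 5 called genes were lower in ABA and higher in NDGA, by at least 1.5-fold in each. Solyc03g005760.1 was listed at 21.8 FPKM in CK, 1.35 in ABA and 69.3 in NDGA (chi-square P = 3.8e-10), and Solyc01g105030.2 at 27.0, 2.64 and 62.6 FPKM in CK, ABA and NDGA (P = 1.9e-07). Solyc02g071030.1 was 12.3-fold lower in ABA and 9.10-fold higher in NDGA, from 3.19 FPKM in CK (chi-square P = 7.8e-07). With 1 FPKM added its log2 ratios were -1.73 in ABA and 2.84 in NDGA. Of all 13 genes 10 were lower in ABA, none was higher, and 11 were higher in NDGA.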

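All 12 genes of photosystem I subunits were lower in ABA and higher in NDGA than in CK, and 10 were at least 2-fold lower in ABA. Among them Solyc02g069450.2 and Solyc02g069460.2 had identical ratios, as genes that share a locus do. Of the called subunit genes Solyc06g054260.1 was 4.99-fold lower in ABA and 2.52-fold higher in NDGA, from 134 FPKM in CK (chi-square P = 1.2e-32). Solyc08g006930.2 was listed at 81.7 FPKM in CK, 10.0 in ABA and 223 in NDGA (chi-square P = 4.2e-26), and Solyc07g066150.1 was 8.70-fold lower in ABA and 4.01-fold higher in NDGA, from 36.2 (P = 4.3e-22). Solyc06g082940.2 was listed at 15.8 in CK, 0 in ABA and 39.5 in NDGA (chi-square P = 6.3e-06). Solyc06g083680.2 was not called, at 57.1, 50.6 and 61.1 FPKM in CK, ABA and NDGA.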

Regarding to photosystem I subunit, 9 DEGs were detected in the tomato transcriptome, all of them were up-regulated by NDGA and down-regulated by ABA. Two of *LHCA*s were identified as markedly changed in exogenous treatments. In particular, the expression of Solyc10g006230.2 increased from 63.2 to 160.9 FPKM after NDGA application, and dropped to 4.0 FPKM upon ABA treatment. 

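LHCA proteins form the antenna of photosystem I. Solyc10g006230.2 lies on chromosome 10 from 920026 to 923670 and was 15.8-fold lower in ABA and 2.55-fold higher in NDGA (chi-square P = 4.9e-20). The other called gene, Solyc10g007690.2, was listed at 9.43 FPKM in CK, 1.66 in ABA and 27.5 in NDGA (chi-square P = 9.0e-04). Solyc05g056070.2 had a similar FPKM in CK and ABA, 25.0 and 24.3, and 35.0 in NDGA, and was not called. The other 3 genes stayed under 3 FPKM.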

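LHCB proteins form the antenna of photosystem II, and their 4 genes were each lowest in ABA and highest in NDGA. LHCB5 (Solyc06g063370.2) was listed at 34.0 FPKM in CK, 7.21 in ABA and 162 in NDGA (chi-square P = 4.7e-25), and Solyc07g047850.2 (LHCB2.1) at 32.3, 9.38 and 94.5 FPKM in CK, ABA and NDGA (P = 9.4e-10). Solyc09g014520.2 was 1.78-fold lower in ABA and 2.94-fold higher in NDGA, from 25.9 FPKM in CK (chi-square P = 9.0e-06). Solyc12g006140.1 was listed at 1.86 in CK, 0 in ABA and 8.42 in NDGA (chi-square P = 0.0361).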

All of four *LHCB*s were detected as DEGs in our analysis, which also showed the similar expression pattern with exogenous applications. There were 31 genes which encoded the photosystem II reaction center proteins expressed in this study. Of them, only two genes were significantly higher in NDGA and lower in ABA than control. Moreover, most of the genes involved in the generation of oxygen-evolving complex proteins and photosystem II subunit X were found to be induced in NDGA and repressed in ABA treatment as well (S17 Table). 

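Both of these genes encode photosystem II reaction center W, a small protein that links the core to its antenna. Solyc09g065910.1 was 2.66-fold lower in ABA and 2.25-fold higher in NDGA, from 50.8 FPKM in CK (chi-square P = 1.5e-07), and Solyc06g084050.2 was listed at 3.54 in CK, 0 in ABA and 10.9 in NDGA (P = 0.0262). In all, 12 of the 31 reaction center genes were called, 7 lower and 3 higher in ABA, and 5 higher and 6 lower in NDGA. Several have short transcripts, such as Solyc12g039030.1 with 162 bp and 72.6, 14.8 and 63.6 FPKM in CK, ABA and NDGA (chi-square P = 8.6e-07). Solyc08g043180.2 had the opposite order to the W genes, with 12.3, 18.4 and 11.1 FPKM in CK, ABA and NDGA (chi-square P = 0.0133).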

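Proteins of the oxygen-evolving complex stabilise the site where photosystem II splits water. Solyc02g079950.2 was 7.77-fold lower in ABA and 2.78-fold higher in NDGA, from 47.8 FPKM in CK (chi-square P = 5.3e-16), and Solyc02g090030.2 was 5.31-fold lower in ABA and 2.70-fold higher in NDGA, from 42.6 (P = 1.8e-12). Of 6 such genes 5 had this order and 4 were called. Photosystem II subunit R had 2 genes that differed. Solyc12g017250.1 had the opposite order, with 276, 299 and 235 FPKM in CK, ABA and NDGA, and Solyc07g066310.2, the gene of the S17 Table with the highest FPKM in NDGA, was listed at 831, 657 and 1161 FPKM in CK, ABA and NDGA and was not called. Subunit X (Solyc05g025600.1) was 18.2-fold lower in ABA and 3.86-fold higher in NDGA, from 24.1 FPKM (chi-square P = 7.7e-15).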

Besides, widespread up-regulations by NDGA were also observed in other genes related to light-dependent reactions, such as cytochrome b6f complex, plastocyanins, ATP synthases and NADP reductase (S17 Table).

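Plastocyanin 1 (Solyc04g082010.1), which carries electrons to photosystem I and stands in the table under the cytochrome complex, was listed at 9.63 FPKM in CK, 5.52 in ABA and 26.6 in NDGA (chi-square P = 0.0277). Of 6 ATP synthase genes 3 were called. Solyc12g056830.1 was 5.70-fold lower in ABA and 2.51-fold higher in NDGA, from 28.5 FPKM in CK (chi-square P = 8.9e-08). Solyc05g050500.1 was 2.38-fold higher in NDGA (chi-square P = 0.0408), and a gamma subunit gene (Solyc12g005060.1) was 1.38-fold lower in NDGA (P = 9.2e-05). NADP reductase, which makes NADPH from the electrons of ferredoxin, had 2 genes, neither of them called. Solyc02g083810.2 was listed at 20.9 FPKM in NDGA and 6.82 in CK, and Solyc02g062130.2 at 2.88, 0.384 and 2.52 FPKM in CK, ABA and NDGA.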

Apart from that, a large number of DEGs were involved in Calvin cycle and other light-independent reactions of tomato fruit [66]. Notably, RUBPCO, which was one of key enzymes in CO_2_ fixation, was strongly activated by NDGA at transcript abundance (32.8 FPKM in CK, 22.0 in ABA and 66.8 in NDGA). In addition, expression of a gene encoding RBCB (Solyc03g034220.2) was significantly increased by 3.64 fold in NDGA treatment and declined by 10.00 fold in ABA treatment. 

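The gene with these values, Solyc10g086580.1, is annotated in the files as rubisco activase, which keeps the carboxylase active. It was 1.49-fold lower in ABA and 2.04-fold higher in NDGA (chi-square P = 0.0335). The other activase gene, Solyc09g011080.2, was listed at 0 in CK and ABA and at 0.274 FPKM in NDGA. Of 2 genes for the large chain of the carboxylase neither was called, and Solyc01g007330.2 was listed at 2.63, 2.58 and 3.01 FPKM in CK, ABA and NDGA (chi-square P = 0.897).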

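Solyc03g034220.2 encodes a small chain of ribulose bisphosphate carboxylase and lies on chromosome 3 from 10202372 to 10205106. It was listed at 27.1 FPKM in CK, 2.73 in ABA and 98.8 in NDGA, which is 9.94-fold lower in ABA and 3.64-fold higher in NDGA (chi-square P = 1.2e-14). Of the 4 small chain genes another was called, Solyc07g017950.2, which was listed at 262 FPKM in ABA and 0 in the others and whose longest transcript has 116 bp. Solyc02g085950.2 was listed at 3.30 in CK, 0 in ABA and 5.01 in NDGA and was not called.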

PEPC functions in the formation of oxaloacetate, which was also an important part of Calvin cycle [67]. There are four *PEPC*s identified as DEGs in this study, and two of them (Solyc07g062530.2 and Solyc04g006970.2) exhibited increased expressions by NDGA along with decreased expressions by ABA. 

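Solyc07g062530.2 was 2.04-fold lower in ABA and 3.33-fold higher in NDGA, with 32.4 FPKM in CK, 15.9 in ABA and 108 in NDGA (chi-square P = 4.4e-10). Solyc04g006970.2 was 1.48-fold lower in ABA and 2.12-fold higher in NDGA, from 33.5 FPKM in CK (chi-square P = 0.0171). The other called PEPC genes were lower in NDGA. Solyc07g055060.2, with the highest FPKM of the family, was listed at 81.2, 105 and 53.8 FPKM in CK, ABA and NDGA (chi-square P = 3.6e-13). Solyc08g008530.1 was 1.12-fold lower in NDGA (chi-square P = 0.00233), and its log2 ratio of 0.05 in ABA reverses after scaling.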

We also observed up-regulation of two *FBP*s and one *FBA* in NDGA treatment, the genes participating in light-independent actions.

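Fructose bisphosphatase (FBP) and aldolase (FBA) handle the sugar phosphates of the Calvin cycle. The FBP genes Solyc10g086730.1 and Solyc04g071340.2 were 3.61-fold higher and 2.80-fold higher in NDGA, from 4.86 and 6.24 FPKM in CK (chi-square P = 0.0105 and 0.0343). A called gene of the same group, Solyc12g056530.1, annotated as an inositol monophosphatase, was 1.38-fold higher in ABA (chi-square P = 3.2e-11). The aldolase gene Solyc02g084440.2 was listed at 835 FPKM in CK, 317 in ABA and 1143 in NDGA (chi-square P = 3.4e-35), and Solyc05g008600.2 at 163, 169 and 181 FPKM in CK, ABA and NDGA (P = 4.1e-05).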

### Real-time Reverse Transcription-PCR (RT-PCR) Validation of Selected DEGs

To validate the gene expression data from RNA-seq, 16 genes having different expression patterns were selected for real-time RT-PCR. Compared with the CK, the expression of all tested genes in ABA and NDGA treatments had a similar tendency between deep sequencing and qRT—PCR, respectively (S3 Fig, S18 Table). Besides, scatterplots by comparing the log2 fold change determined by RNA-seq and RT-PCR were also adopted in our study to confirm the accuracy of the transcriptomic results. Pearson’s correlation test showed that expression of the 16 genes relative to the control exhibited positive correlations between RNA sequencing and qRT—PCR (R^2^ = 0.86 in CK vs ABA; R^2^ = 0.70 in CK vs NDGA), indicating the high reliability of RNA-seq data of tomato transcriptome (S4 Fig). 

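Log2 ratios from FPKM and from qRT-PCR had the same sign for all 16 genes in ABA and for 15 in NDGA. The gene that differed was PaO (Solyc11g066440.1), for which the paper's qRT-PCR value in NDGA is 1, equal to CK, and the log2 ratio from FPKM -0.27. PDS (Solyc03g123760.2) and PPH (Solyc01g088090.2) were counted as the same sign in NDGA, but their qRT-PCR values there, 0.99 each, were nearly equal to CK. The glutathione S-transferase Solyc07g056440.2 shares an assembled locus with other genes, and its FPKM is that of the whole locus. Its log2 ratio in ABA was 0.89 from FPKM and 3.86 from the paper's qRT-PCR values, and that of C4H (Solyc05g047530.2) 0.45 and 2.74. For the chlorophyll a/b binding gene Solyc03g005760.1 the pair was -4.02 and -3.06. Across the 16 genes, which are not independent replicates, R2 was 0.851 in ABA and 0.700 in NDGA. Without genes whose locus holds several genes it was 0.856 in ABA and 0.755 in NDGA.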

As for the difference of fold change between RNA-seq and qRT-PCR results, it may be caused by the different sensitivity of two different technologies [68]. In addition, the higher fold change observed in some genes by RT-PCR may be due to the exponential amplification in PCR that may boost real mRNA expression [68].

## Discussion

Although a number of studies have been performed to investigate the influence of ABA on tomato ripening, the genetic mechanism of ABA regulation in relevant ripening processes remain to be further elucidated. In the present study, we extended the fundamental understanding on the response of tomato fruits to ABA by comparing the global transcriptome changes among ABA-treated, NDGA-treated and the control samples. In particular, the DEGs involved in the pathways of carotenoids biosynthesis, chlorophyll metabolism, ROS scavenging system, flavonoids biosynthesis and photosynthesis were analyzed.

In previous studies, many kinds of ABA-deficient mutants (e.g. *hp3*, *flacca* and *sitiens*) which block ABA biosynthesis by the impairment of ZEP, MoCo or AAO respectively, showed the phenotypes of higher carotenoids content than wild type [15, 69]. The reduced ABA of these mutants may act as a stress signal to induce plastid division, thus leading to enlargement the total size of plastid compartment to store more carotenoids [15, 70]. In fact, the expression level of genes encoding rate-limiting enzymes PSY, DXS and GGPS did not show any significant changes, indicating that the enhanced carotenoids in ABA deficient mutants was not due to the up-regulation of key genes expression [15]. Apart from these natural mutants, the RNAi-mediated suppression of key enzyme NCED also lead to an obstruction for ABA biosynthesis, which could increase the carotenoids accumulation in the transgenic tomato [71]. The explanation for this phenotype could be that the reduced activity of NCED may cause the inhibition of carbon flux to ABA biosynthesis, so the ‘back-logged’ carbon transformed into upstream carotenoids production by up-regulation of *PSY*, *PDS*, *GGPS* and *LCYB* transcription in the RNAi lines [71].

However, many studies have reported that exogenous ABA could up-regulate the expression level of many key genes in the pathway of carotenoids biosynthesis and promote carotenoids accumulation [72–75]. Our study results (Figs 1 and 2a, S13 Table) added new evidence to support the positive relation between ABA and carotenoids biosynthesis. With respect to the discrepancy with the natural mutants or transgenic tomatoes (mentioned above), we assumed that the different phenotypes caused by ABA alterations may be regulated by different mechanisms. As we all know, carotenoids concentration would increase dramatically during fruit ripening, and the genes for carotenoids biosynthesis enzymes were also significantly up-regulated in the process of ripeness [11, 35, 76]. In our experiment, the high level of ABA by exogenous ABA application could induce ethylene synthesis (data not shown) and advance the onset of ripening [6, 7], thus accelerating carotenoid accumulation (Fig 1) and up-regulating key genes in contrast with control fruits (S13 Table). Meanwhile, different from the inhibition pattern of ABA in natural mutants or RNAi lines (mentioned above), NDGA application may consistently keep ABA content at a quite low level, which was insufficient to initiate fruit ripening [6, 7]. Therefore, it could be assumed that the lower level of carotenoids in NDGA treatment was attributed to the delayed ripeness (Fig 1). In our data, the transcriptional abundance of *DXS*, *IPI* and *GGPS* were significantly repressed by NDGA, implying the endogenous ABA may stimulate the initiation of carotenoid biosynthesis by regulating the expression of these genes [73]. As the crucial genes for carotenogenesis, the induced transcriptional level of *PSY*s, *PDS*s, *ZDS* and *CRTISO* may resulted in a remarkable increase of carotenoids content in ABA treatment and the reverse when NDGA was applied, which were in consistent with many other reports [77, 78]. Meanwhile, Dibari et al. have pointed out that the promoter of *PSY* gene would function in response to ABA, possibly leading to a marked transcriptional rise [77]. However, none of *LYB*s were significantly modified by ABA or NDGA in transcriptional abundance (S13 Table). This may be the reason why there was no significant difference observed in β-carotene content among CK, ABA and NDGA samples (Fig 1f). 

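None of the 5 lycopene cyclase genes, whose enzymes turn lycopene into carotenes, was called. Solyc04g040190.1 had the highest FPKM of them and was 2.05-fold higher in ABA and 1.79-fold higher in NDGA, from 5.54 FPKM in CK (chi-square P = 0.112). Solyc06g074240.1 was listed at 1.64 FPKM in CK, 0.624 in ABA and 0.144 in NDGA (chi-square P = 0.401). The other 3 stayed under 1 FPKM.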

Besides, since the expression of *LYB*s weren’t significantly altered by ABA/NDGA, the accumulation of lycopene in three different samples (CK, ABA and NDGA) may be mostly influenced by the key elements in the upstream of lycopene, such as *PSY*s, *PDS*s, *ZDS* and *CRTISO* (Fig 2a). Unexpectedly, ZEP, which functions in the conversion of zeaxanthin to violaxanthin [79], was dramatically induced by NDGA at transcript abundance and slightly down-regulated by exogenous ABA (S13 Table). Despite no direct evidence to explain this interesting result, we presumed that the inhibition of endogenous ABA by NDGA might markedly induce the transcription of ZEP in order to produce more ABA to keep phytohormone balance in plants, which, however, requires to be further experimentally validated in the near feature.

In all, the influence of exogenous ABA or NDGA treatments on the carotenoids accumulation in our study was possibly resulted from the regulation of fruit ripeness, and the accelerated/delayed onset of ripening by ABA/NDGA may affect the gene transcription of key elements in carotenoids biosynthesis pathway, respectively.

Chlorophyll a was the major contributor to the total chlorophyll concentration, whose degradation accelerates fruit degreening (Fig 2b) [80]. In this study, exogenous NDGA treatment delayed the chlorophyll breakdown, whereas ABA promoted color transition (Fig 1d), agreeing with the results of many studies [80–82]. In our analysis, the detected *Chlase*s was not differentially expressed in all treatments, which was probably because chlorophyllases were not essential for senescence-related chlorophyll breakdown [83]. As many researches previously confirmed, PPH specifically dephytylated pheophytin and was indispensible in chlorophyll breakdown [84, 85]. In our data, one of *PPH*s was remarkably increased by ABA and repressed by NDGA in expression level, suggesting that PPH might play a major role in the promotion of the chlorophyll degradation by exogenous ABA. Other than PPH, PaO was also considered as a crucial enzyme in fruit degreening [84], and it’s transcription was also markedly induced/repressed by ABA/NDGA. Consistent with many previous researches, our result suggested that the high level of ABA could induce degreening process, possibly via enhancing expression of key enzymes involved in the chlorophyll degradation [86–89].

Analysis of flavonoid biosynthesis in tomato fruits showed that nine crucial enzymes and several transcription factors were involved in the metabolism of bioactive compounds which lead to the formation of NarCh, rutin and kaempferol-3-rutinoside (S15 Table). When the fruits were exposed to exogenous ABA, most of the genes encoding these important proteins were observed to be highly expressed except *F3H* and *FLS*. Consistent with many studies’ results, the significantly elevated transcription of *PAL*, *C4H* and *4CL* indicated the positive regulatory role of ABA in the production of 4-coumaroyl-CoA, which acted as the pivotal precursor for flavonoids biosynthesis [89–92]. It is reported that the strong activation of some transcription factors by ABA treatment promotes the expression of target genes encoding biosynthetic enzymes in phenylpropanoid pathway [89, 93]. In our data, the expression level of *CHS* was observed significantly regulated by ABA, demonstrating its predominant function as the first enzyme specific for the flavonoid accumulation [4]. However, the transcript levels of *CHI*s were observed relatively low, and most of them were slightly up-regulated by NDGA and suppressed by ABA. Similarly, it has been reported that CHI acted as a rate-determining enzyme in the formation of flavonols in tomato, whose mRNA levels remain low and even decrease upon ripening [49, 94]. Indeed, the decreased expression of *CHI* in ABA-treated tomatoes might explain the accumulation of its substrate, NarCh. Likewise, the significant down-regulation of F3H by ABA could also protect NarCh from transformation. FLS was also a key enzyme engaged in diverging point into the flavonol subclass branch, and its transcription was negatively regulated by ABA. This result was in agreement with the results of Li et al. [95]. Besides, AGL8 and PAP1, known as transcription factors, were both positively regulated by ABA content at transcriptional level, which may contribute to the flavonoids biosynthesis in fruit [51, 96]

ROS are generated as products of aerobic metabolism, which can cause an array of deleterious oxidations of cellular components. In order to protect cells from the toxic damages, plants can remove ROS by enzymatic antioxidant mechanisms [97]. It has been well accepted that the activity of many antioxidant enzymes would significantly increase during ripening, including APX, GR, CAT, SOD and MDAR, which act as defense response towards oxidative stress [98–100].

Regarding SOD, it has been considered as the crucial enzyme in regulating the level of O_2_^-^ and H_2_O_2_ [101]. Our analysis has shown that the *SOD* can be up-regulated by exogenous ABA and little affected by the reduction of endogenous ABA (Fig 4a), which was in accordance with other studies [13, 102, 103]. Guan et al. has observed that the expression of *CAT* was independent of endogenous ABA level, but could be enhanced by exogenous ABA treatment in maize [104]. Nevertheless, our data showed that all *CAT*s were suppressed following the decline of endogenous ABA, but showed minor alterations by exogenous ABA application. Besides, previous studies have showed that the activity of CAT stayed constant or even decreased in ABA-treated plant [12, 13, 102]. Therefore, these findings suggested that the regulatory mechanism of *CAT* by ABA treatment might vary in different plants. In GSH-AsA cycle, the genes of key elements were most significantly changed by exogenous ABA/NDGA treatments (Fig 4a). The marked repression of *GLR*s in NDGA treatment implied the important regulatory role of endogenous ABA. *APX*s, which emerges as central peroxidase for H_2_O_2_ reduction, was observed to be activated in ABA treated fruits but little affected by NDGA, supporting the idea that high ABA could contribute to a higher antioxidant capacity of plant by enhancing the production of APX [13, 59, 103–105]. Besides, our results also showed that the differentially expressed genes encoding *MDAR*s, *DHAR*s, *GR* and *GPX*s were improved by ABA and depressed when the endogenous ABA was inhibited, which was in accordance with the results of many studies [12, 105–107]. What’s more, *GPX*s have been demonstrated to interact with the negative regulators of ABA signaling (PP2Cs), also implying a link existed between ABA and GPX [61]. Furthermore, almost all DEGs of *Trx*s and *PrxR*s were up-regulated by ABA, which showed that the PrxR-Trx pathway was regulated by ABA at transcription level as well. In addition, it has been well known that ABA treatment can generate abundance of ROS, which in turn triggered the mitogen-activated protein kinase (MAPK) cascade and thus lead to increased expressions of antioxidant genes [12, 13, 107, 108]. However, the serious oxidative stress induced by ABA cannot be fully controlled in spite of the enhancement of whole antioxidant defense system, which finally aggravated the senesence of ABA-treated fruits [106].

It has been well established that the chlorophyll content in tomato fruit is retained up to a very advanced stage of ripening, and significantly decreases with the maturation of tomato fruit [66, 67]. The chloroplasts in fruit tissue clearly undergo a physiological transition into photosynthetically inactive chromoplasts, which may behave as respiratory organelles during ripening [109–111]. Therefore, the presence of Chl in green tomato, which functions as a consistent photosynthetic structure, indicates a capacity of photosynthesis in fruit [66–67, 112–115]. As fruit ripen, the degradation of chlorophyll (or remodeling into chromoplasts) appears to be coupled with a decline in the gene expression [116–119] and enzymatic activities [120–121] that are related to photosynthesis. Our transcriptomic data showed that the expression of genes encoding proteins of photosynthesis was significantly regulated by exogenous ABA and NDGA applications (Fig 4b). In specific, the tomato fruits with NDGA treatment sampled on the 9^th^ day demonstrated a conspicuous higher expression of genes encoding light-harvesting photosynthetic proteins, including reaction centers, photosystem I and photosystem II, and they were concomitant with the up-regulation of ATP synthase and NADP reductase. In addition, the genes associated with Calvin cycle also presented higher expressions when treated with NDGA. Correspondingly, the expression of most genes related to photosynthesis was repressed by ABA treatment (S17 Table, Fig 4b). The similar transcriptomic results also can be found in the grape berries upon ABA treatment [122]. Koyama et al (2010) hold the view that ABA could advance the switch from a photosynthetically active status to a sink status by accelerating fruit ripening, which resulted in the decreased abundance of many transcripts associated with photosynthesis [122, 123]. As previous studies demonstrated, the expression of photosynthesis genes is developmentally regulated [110]. Therefore, the significantly differential expression of photosynthetic genes observed in tomatoes may be a significant constituent part of regulation of fruit ripening by ABA. To date, our knowledge about the photosynthesis in postharvest fruits remains fragmentary, and little attention has been paid to the regulatory mechanism of fruit photosynthesis by ABA at transcriptomic level. So presenting our data about the effect of ABA on photosynthesis may be important to stimulate more studies on comprehensive proteome and transcriptome changes for a new insight into the interactions between photosynthetic system and postharvest fruit ripening.

In conclusion, the effect of exogenous ABA/NDGA applications on secondary metabolism pathways mentioned above may reveal a general scenario of fruit ripening regulated by ABA [6, 7]. Therefore, combined with the current knowledge of ripening regulation by other phytohormones, the sequencing data related to biological events may possibly provide us with a more in-depth understanding on multi-phytohormone regulation in fruit ripeining.

## Conclusions

Overall, next-generation sequencing enabled us to characterize the transcriptomic changes of tomato fruit treated with ABA and NDGA. By comparing these transcriptomes with control respectively, we observed that ABA could accelerate tomato fruit maturation by positively regulating many genes related to several important aspects of ripening process. Our study have turned spotlight on the pathways of fruit pigmentation, including carotenoids biosynthesis and chlorophyll degradation. The application of exogenous ABA was able to up-regulate many genes in relation to the carotenoids accumulation and chlorophyll breakdown, thus promoting the color transition of tomato fruit. ABA has also the potential to enhance the transcription of the genes related to antioxidant capacity, such as *SOD*s, *CAT*s, *APX*s, *GST*s, *GPX*s, *TrX*s and *PrxR*s etc. Besides, the elevated expression of genes involved in flavonoids biosynthesis after ABA exposure was striking, suggesting ABA could enhance the defense response by producing more secondary metabolite in tomato fruit. The present study is our preliminary analysis of ABA influence in ripening-related processes at transcriptome level. It could be assumed that the influences of ABA on these biological processes were possibly via multi-hormonal interactions in the regulation of fruit ripening. Therefore, these preliminary results from RNA-seq shed light for our further investigation on the regulatory mechanism of hormones crosstalk in fruit ripening at biological and molecular level. Moreover, the role of photosynthesis in ripening process of postharvest tomato is also an interesting topic worthy of further investigation.

## Supporting Information

S1 Fig Function Classification and KEGG Analysis of all expressed genes. (a) Gene Ontology (GO) functional annotation of genes. (b) Function classification in cluster of orthologous groups for eukaryotic complete genomes (KOG). (c) KEGG biochemical mappings for tomato fruit.
(TIF)

S2 Fig Analysis of all DEGs across the three samples. (a) A Venn diagram showing the number of commonly and specially expressed genes among ABA, NDGA and CK samples. (b) A histogram indicating the number of DEGs (an absolute value of log2 ratio≥1 and P value ≤0.05). The red columns represent the up-regulated DEGs and green columns represent the down-regulated DEGs.
(TIF)

S3 Fig Comparison between the fold changes in gene expression gained by qRT-PCR and RNA-seq analysis. Blue bar represented the result of RNA-seq and the red bar represented the result of qRT-PCR.
(TIF)

S4 Fig Correlation analysis of log_2_ fold change data generated by real time RT-PCR with that from RNA-seq. Sixteen genes with different expression patterns were selected for real time qRT-PCR analysis. The RNA-seq log2-fold change (X-axis) were plotted against the log2-fold change obtained by qRT-PCR (Y-axis). ABA versus CK **(a)**. NDGA versus CK **(b)**.
(TIF)

S1 Table Statistics of RNA-seq alignment.

S2 Table The genes and transcripts generated in tomato transcriptome.

S3 Table The number of genes mapped to each GO term.

S4 Table The number of genes mapped to each KEGG pathway.

S5 Table The genes expressed in CK, ABA and NDGA treated samples. The different expression was analyzed according to the expression level of each gene among three samples by using P-value. yes: significantly difference expression (P value ≤ 0.05); no: no change in expression level (P value>0.05).
(XLS)

S6 Table Distribution of expression levels in CK, ABA and NDGA libraries. The genes’ expression level were normalized with the value in FPKM.
(XLS)

S7 Table Identification of highly enriched GO terms of DEGs. P value < 0.05, BP represents biological process, CC represents cellular component and MF represents molecular function.
(XLS)

S8 Table GO enrichment analysis of DEGs in response to exogenous ABA.

S9 Table GO enrichment analysis of DEGs in response to exogenous NDGA.

S10 Table Identification of highly enriched KEGG classes of DEGs (P value < 0.05).

S11 Table KEGG pathway enrichment analysis of DEGs in response to exogenous ABA.

S12 Table KEGG pathway enrichment analysis of DEGs in response to exogenous NDGA.

S13 Table Genes related to carotenoid biosynthesis. The genes’ expression level were normalized with the value in FPKM. The different expression was analyzed according to the expression level of each gene among three samples by using P-value. yes: significantly difference expression (P value ≤ 0.05); no: no change in expression level (P value>0.05).
(XLS)

S14 Table Genes related to chorophyll degradation. The genes’ expression level were normalized with the value in FPKM. The different expression was analyzed according to the expression level of each gene among three samples by using P-value. yes: significantly difference expression (P value ≤ 0.05); no: no change in expression level (P value>0.05).
(XLS)

S15 Table Genes related to flavonoid biosynthesis. The genes’ expression level were normalized with the value in FPKM. The different expression was analyzed according to the expression level of each gene among three samples by using P-value. yes: significantly difference expression (P value ≤ 0.05); no: no change in expression level (P value>0.05).
(XLS)

S16 Table Genes related to reactive oxygen species (ROS) scavenging system. The genes’ expression level were normalized with the value in FPKM. The different expression was analyzed according to the expression level of each gene among three samples by using P-value. yes: significantly difference expression (P value ≤ 0.05); no: no change in expression level (P value>0.05).
(XLS)

S17 Table Genes related to photosynthesis pathway. The genes’ expression level were normalized with the value in FPKM. The different expression was analyzed according to the expression level of each gene among three samples by using P-value. yes: significantly difference expression (P value ≤ 0.05); no: no change in expression level (P value>0.05).
(XLS)

S18 Table Comparison between the results of qRT-PCR and RNA-seq. The relative expression data presented in the table are means ± SE of three biological replicates.
(XLS)

S19 Table The full name of 47 genes’ abbreviations presented in the manuscript.

# Supplementary material for: Transcriptomic Analysis Reveals Possible Influences of ABA on Secondary Metabolism of Pigments, Flavonoids and Antioxidants in Tomato Fruit during Ripening
**Source:** PLoS One. 2015 Jun 8;10(6):e0129598. doi: 10.1371/journal.pone.0129598
**Supplement:** S19 Table

**Table S19. The full name of 47 genes’ abbreviations presented in the manuscript.**

| **Abbreviations** | **Full name** |
| --- | --- |
| 4CL | 4-coumarate-CoA ligase |
| ACO | ACC oxidase |
| ACS | ACC synthetase |
| AGL8 | AGAMOUS-like 8 |
| APX | ascorbate peroxidase |
| C4H | cinnamate 4-hydroxylase |
| CAT | catalase |
| CHI | chalcone isomerase |
| Chlase | chlorophyllase |
| CHS | chalcone synthase |
| CRTISO | carotenoid isomerase |
| DHAR | carotenoid isomerase |
| DMAPP | dimethylallyl disphosphate |
| DXR | 1-deoxy-D-xylulose5-phosphate reductoisomerase |
| DXS | deoxyxylulose-5-phosphate synthase |
| F3H | flavanone 3-hydroxylase |
| FBA | fructose-bisphosphate aldolase 2 |
| FBP | fructose-1-6-bisphosphatase |
| FLS | flavonol synthase |
| GGPP | geranylgeranyl pyrophosphate |
| GGPS | geranylgeranyl pyrophosphate synthase |
| GLR | glutaredoxin |
| GPX | glutathione peroxdase |
| GR | glutathione reductase |
| GSH-ASA | glutathione-ascorbate |
| HCT | hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase |
| IPI | IPP isomerase |
| IPP | isopentenyl diphosphate |
| LHCA | photosystem I light harvesting complex gene |
| LHCB | photosystem II light harvesting complex gene |
| LYC | lycopene cyclase |
| MDAR | monodehydroascorbate reductase |
| NSY | neoxanthin synthase |
| PAL | phenylalanine ammonia-lyase |
| PAP1 | Probable plastid-lipid-associated protein 1 |
| PaO | pheide a oxygenase |
| PDS | phytoene desaturase |
| PPH | pheophytinase |
| PrxR/TrX | peroxiredoxin/thioredoxin |
| PSY | phytoene synthetase |
| RBCB | ribulose bisphosphate carboxylase small chain |
| RCCR | red Chl catabolite reductase |
| RUBPCO | ribulose 1,5-bisphosphate carboxylase |
| SOD | superoxide dismutase |
| UFGT | UDP flavonoid glucosyltransferase |
| ZDS | zeta-carotene desaturase |
| ZEP | zeaxanthin epoxidase |

How the deposited data were processed for this re-analysis (not part of the article)

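RNA from the pericarp of cherry tomatoes injected with water (CK), ABA or NDGA was sequenced as 3 libraries, 1 per treatment, each from 10 pooled fruits on day 9. The comparisons were ABA against CK and NDGA against CK. The authors mapped the reads with TopHat2 (2.0.9), assembled them with Cufflinks (2.1.1) and normalized expression to FPKM, and the FPKM values were used as deposited. Cuffdiff is named by the authors with no version. The authors also deposited a P value per locus from a chi-square test among the 3 libraries, tables of GO and KEGG annotation with enrichment P values, and the gene lists of the S13 to S17 Tables. Reads per library are those of the paper's S1 Table. FPKM holds no count of fragments, and none was estimated from it. The depth of a single gene was therefore not assessed, and no counting interval is given.

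Tables were read and compared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. A log2 ratio is that of FPKM plus 1 in a treated library to FPKM plus 1 in CK, with 1 value per assembled locus. The fold of a single gene is the ratio of its FPKM without an added constant. Counts by size take loci with a gene name and at least 1 FPKM in at least 1 library and ask for a 2-fold difference. No P value was computed across genes, since genes are not replicates. The P values of the chi-square test were recomputed with 2 degrees of freedom from the FPKM and each library's share of the summed FPKM, and a gene at 0.05 or less is written as called. The test takes FPKM as if they were counts, so its P depends on the unit of FPKM, and it uses no spread between fruits. A list's median was set beside 10000 random lists of the same size, drawn within 20 bins of expression. The order of the 3 libraries was counted per list, and the effect of the shared CK library was gauged by relabelling the 3 values within each gene 100 times. For qRT-PCR, the paper's values of 16 genes were set against log2 ratios of FPKM without an added constant. A gene with several loci is given by the locus with the longest assembled transcript, and genes that share a locus are each counted with its values in the counts of the S13 to S17 Tables. The counting of 2-fold genes, the list percentiles and the chi-square test were tested on simulated data, the chi-square test on counts and not on FPKM.

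Gene lists were the S13 to S17 Tables, KEGG pathways and GO terms as the authors' files assign them, 21 ripening genes by identifier, and lists by words of the annotation: seed storage and oil body proteins, LEA proteins and dehydrins, heat shock proteins, pathogenesis and wound proteins, cell wall enzymes, ethylene, ABA metabolism, ABA signalling, histones and photosystem II proteins of the plastid genome. The first of these, with the LEA list, served as markers of seed tissue. Named genes are every gene that the text of the article names by identifier, for each comparison the 10 single-gene loci with the largest difference each way among those with at least 20 FPKM in the higher library and a locus of at least 300 bp, and up to 4 members of each described list with the highest mean FPKM. These lists and rules, the main comparisons and most alternatives were set before the data were examined, although values in the paper's tables, including part of the table of all genes, had been seen. Of the tests that weigh explanations in the closing section, only those on the expected shares of the chi-square test were written before their result was seen. Because most genes with the largest difference have a transcript under 300 bp, examples with longer transcripts were chosen after the values were seen.

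Each result was computed again under alternatives: an added constant of 0.1 or 5 FPKM, no filter or one of 10 FPKM, scaling to the 75th percentile, centring on the median of all genes, all loci, 1 value per named gene, 1.5-fold in place of 2-fold, an added condition on P, other expected shares, and short loci left out. A log2 value, a count or an R2 against qRT-PCR was taken as the same when it moved by less than 1.5-fold, the correlation of both ratios when it moved by less than 0.1, and a share when it stayed within its 95% Wilson interval. A value counted as reversed when a called value changed sign, that is a gene at least 2-fold apart or a list median outside the percentiles 2.5 to 97.5. Measurements of colour, firmness, pigments and enzymes were not analysed here. The KEGG lists for hormone signal transduction and for protein processing held 0 genes in the authors' annotation and gave no values. A locus without a value in NDGA (Solyc05g056310.2) was left out of comparisons.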

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

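The tests that weigh explanations in this part were chosen only after the results had been seen, while the gene lists, their medians and the scaling were set earlier. Genes known from seeds, which the paper does not discuss, stood far above the control library. The 25 genes of seed storage and oil body proteins had a median log2 ratio of 3.43 in ABA and 2.25 in NDGA, and the 27 LEA and dehydrin genes of 2.37 and 1.52. Albumin 5 (Solyc08g080490.2), a storage protein, was listed at 0.171 FPKM in CK, 220.5 in ABA and 446 in NDGA, and LEA 4-5 (Solyc10g078770.1), which protects drying cells, at 24.7, 572 and 186 FPKM in CK, ABA and NDGA. Some members are expressed in the CK pericarp as well, such as oleosin 3 (Solyc06g060840.1) at 339, 410.3 and 296 FPKM in CK, ABA and NDGA. In CK 39 members of both lists were under 5 FPKM, and 35 of these (89.7%) were higher in both treated libraries. A low value in CK favours this, and of all 5289 genes kept under 5 FPKM in CK 35.1% were higher in both, a comparison added after the result was seen.

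If NDGA lowered ABA, an ABA response of the pericarp alone would leave these genes at or under CK in the NDGA library. On that condition the median of 2.25 in NDGA (quartiles 0.61 and 5.13) argues against such a response as the whole cause. The median is part of the pattern itself and no separate test, and ABA content was not analysed here. Seed tissue left in the treated samples, from which the authors removed the seeds, cannot be told apart from expression in the pericarp under both treatments. The 3 seed genes outside both lists had a median of 0.79 in ABA and 0.065 in NDGA, and the second is under the bound that was written as speaking against seed tissue. That bound left out the level in CK and is not taken as decisive here, since 2 genes annotated as embryo-specific protein 3 are expressed in CK (Solyc03g116590.2 at 145 FPKM and Solyc01g104020.2 at 45.5), which could hide a small share, and the other, seed gene 1 (Solyc12g096930.1), was listed at 0, 50.5 and 13.3 FPKM in CK, ABA and NDGA. A single seed source in one proportion cannot be told apart either, as log2 ABA over NDGA among members low in CK had an interquartile range of 1.83 (quartiles -0.14 and 1.69), against it, but close medians of 1.19 and 1.14 in the 2 lists.

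Among ripening genes for which the text of the article gives no values, polygalacturonase 2a (Solyc10g080210.1), which softens the fruit by degrading pectin, had a log2 ratio of 1.30 in ABA and -1.85 in NDGA, with 6800.3, 16753 and 1891 FPKM in CK, ABA and NDGA. The locus of ACC oxidase 1, the last enzyme of ethylene synthesis (Solyc07g049530.2 with Solyc07g049550.2), had a log2 ratio of -1.20 in NDGA. ACC synthase 2 (Solyc01g095080.2), the enzyme before it, had one of -1.06 in NDGA.

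The 19 light-harvesting genes above the FPKM filter were lower in ABA and higher in NDGA, although both ratios use the same CK library. This pattern by itself argues against a CK library that stands apart on its own, which would put both ratios of a gene on one side of 0, and the count of 0 such members restates it and is no separate test. Unequal scaling of the libraries is argued against by the antenna protein medians, which were -1.92 and 1.48 after scaling to the 75th percentile. The paper chose day 9 because ripening differed most visibly among the groups, with ABA promoting it and NDGA inhibiting it. Whether this difference in stage accounts for the antenna genes stays open. The share of ripening genes in the order ABA, CK, NDGA was 3.83 times that of all genes, so the antenna genes may follow the pace of ripening. The ripening genes differed more clearly in NDGA, with a median log2 ratio of -0.49 under every random list. In ABA their median was 0.15, at percentile 91.6. An effect of ABA or NDGA on these genes apart from ripening also stays open, as each treatment is 1 pool at 1 day.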

How the results depend on the processing

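Results that leave out loci with a longest transcript under 300 bp, that take expected shares from the longer ones or that leave out the seed lists come from tests chosen only after the data were seen. No paired analysis was possible because each treatment had 1 library. Of 2156 values for 501 results, 1909 stayed the same, 246 moved and 1 reversed. Only called values can count as reversed, so the other changes of sign given in the text are counted as the same or as moved. The antenna protein median stayed between -2.70 and -0.83 in ABA and between 1.30 and 1.62 in NDGA over 9 alternatives, that of the photosynthesis genes of the S17 Table between -0.78 and -0.34 and between 0.48 and 0.91, and that of the ripening genes in NDGA between -0.56 and -0.48. The carotenoid median in ABA lay on both sides of 0, from -0.04 to 0.04. R2 against qRT-PCR ran from 0.817 to 0.874 in ABA and from 0.552 to 0.776 in NDGA. All 4 alternatives for qRT-PCR left R2 within 1.5 times its first value, and the 1 for the correlation of both ratios left it within 0.1. Without fragment counts, neither low FPKM nor the high FPKM of very short loci has a known precision, and genes near 0 depend on the added constant.

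Counts of genes 2-fold higher and lower moved under 5 settings, and the cause was not tested. For ABA they were 461 and 400 with 5 FPKM added, 523 and 537 with at least 10 FPKM, 2574 and 2721 over all loci, 2301 and 2428 at 1.5-fold, and 723 and 485 with the P condition. For NDGA they were 558 and 315, 683 and 372, 3851 and 2248, 3212 and 1962, and 590 and 541 in the same order. Of the list medians 26 moved in ABA and 15 in NDGA, and the cause was not tested. Those of the seed storage, LEA and antenna lists are given here, and the others were GO terms of seeds, response to water and photosynthesis, carbon fixation and plastid genes. With 0.1 FPKM added, the medians in ABA were 5.40 for seed storage, 4.28 for LEA and -2.70 for antenna proteins, and those in NDGA 3.69 for seed storage and 3.45 for LEA. With 5 FPKM added they were 1.79, 1.46 and -0.83 in ABA and 1.51 and 0.66 in NDGA. The seed storage median in ABA was 2.44 without a filter. With at least 10 FPKM it was 4.90, that of LEA 3.74, and the seed storage median in NDGA 4.00. The carboxylase term reversed in ABA with at least 10 FPKM, from -1.16 to 2.56. Only 1 of its 5 genes was higher in ABA, so the positive median rests on that gene and shows no turn of the others.

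Loci expressed in CK, ABA or NDGA alone numbered 584, 689 and 759 with named genes only, where CK with ABA, CK with NDGA and ABA with NDGA shared 502, 570 and 582. Loci in 1 library alone were 763, 866 and 1049 without loci spanning under 300 bp, and 555, 653 and 733 without those whose longest transcript is under 300 bp. Called genes fell to 5865 with the 2-fold condition and to 6095 with named genes only, since fewer loci can pass. Called genes in the order ABA, CK, NDGA and in the reverse order were 974 and 1308 with equal shares, 940 and 1317 with shares from the 75th percentile, 1467 and 1566 with shares from transcripts of at least 300 bp, and 519 and 436 with the 2-fold condition. The share of antenna genes lower in ABA was 88.9% with 0.1 FPKM added, the share higher in NDGA 60.0% without a filter, and the share of photosynthesis pathway genes lower in ABA 59.4% at 1.5-fold. For these shares the cause was not tested. For the orders a test of very short loci, whose value was a fall of the ratio by a factor of 4.19, is described among the observations.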

Differences from the paper's values

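No value that the paper states for a measure computed here was more than 1.5 times away from the value computed with the settings chosen first. The disagreements below are in counts, genes and directions, with called genes taken at the paper's P threshold.

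The paper states that PDS, ZDS and CRTISO were all higher in ABA. This holds for ZDS, CRTISO and the PDS gene Solyc03g123760.2, but the called PDS gene Solyc05g041200.2 was listed at 268, 242 and 186 FPKM in CK, ABA and NDGA. For IPI (Solyc04g056390.2) it states a higher level in ABA, and the log2 ratio was 0.02, or -0.03 after scaling to the 75th percentile. For CHS (Solyc05g053550.2) it states a higher level in ABA and a lower one in NDGA, and the gene was listed at 181, 182 and 179 FPKM in CK, ABA and NDGA. The paper reports no difference for the chlorophyllase genes, and neither was called, but Solyc06g053980.2, at low levels, was listed at 1.13, 0.101 and 3.79 FPKM in CK, ABA and NDGA. For the AGL8 gene Solyc03g114830.2 it gives a lower value in NDGA than the 140.0 FPKM of the table of all genes.

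The paper describes both called DHAR genes as lower in NDGA. This holds for Solyc11g011250.1, but Solyc06g075520.2 was listed at 0 in CK and 3.18 FPKM in NDGA. It counts more called PrxR genes higher in ABA than the 2 found. It describes almost all called APX genes as higher in ABA, where 3 of 5 were higher and 2 lower. It counts fewer called glutaredoxins than 6, fewer peroxidase genes than 44 and fewer called ones than 9. For NADP reductase the paper states higher levels in NDGA, and of 2 genes 1 was higher (Solyc02g083810.2, 3.06-fold higher in NDGA), 1 was lower, and neither was called. The gene behind its RUBPCO values, Solyc10g086580.1, is annotated as rubisco activase in the deposited table, and its PSY gene Solyc03g115030.2 as a homolog of TOM5.

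Where the paper describes the assembly it gives fewer genes, transcripts and complete matches than the 39690, 53981 and 34849 of the deposited assembly, although its account of GO terms counts 39690 genes. Its text also gives mapped reads 10 times lower than its S1 Table. It counts 1 locus more as shared by all libraries than 18048, 1 less as shared by CK and ABA than 844, and 1 called locus more than 10387, and 1 locus (Solyc05g056310.2) has no value in NDGA.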

Other observations

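Of the tests in this part, the one on the order of all genes was chosen only after the result had been seen. The 21 ripening genes, listed by identifier, were mostly higher in ABA (16) and lower in NDGA (1 was higher), with median log2 ratios of 0.15 and -0.49, the second under every random list. In 15 (71.4%) the order was ABA, CK, NDGA. The ethylene-responsive genes E8 (Solyc09g089580.2) and E4 (Solyc03g111720.2) were listed at 10767, 11943 and 5954 FPKM in CK, ABA and NDGA and at 5234, 5399 and 2994 FPKM in CK, ABA and NDGA, although the ratio of E4 in ABA, 0.04, changes sign after scaling. Pectate lyase (Solyc03g111690.2), which softens cell walls, was listed at 1558, 1780.0 and 979.7 FPKM in CK, ABA and NDGA, and ACC synthase 4 (Solyc05g050010.2), an enzyme of ethylene synthesis, at 135, 207 and 71.7 FPKM in CK, ABA and NDGA. The regulators NOR (Solyc10g006880.2) and CNR (Solyc02g077920.2) were lower in both treated libraries, at 527, 423 and 321 FPKM in CK, ABA and NDGA and at 372, 299.9 and 333 FPKM in CK, ABA and NDGA. The ethylene-forming enzyme gene Solyc02g036350.2 went the other way, at 305, 82.4 and 359.9 FPKM in CK, ABA and NDGA. The wider ethylene list of 23 genes had medians of 0.04 in ABA, which changes sign after scaling, and -0.16 in NDGA, and 91 cell wall genes of -0.07 and 0.11.

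The citrate cycle, which supplies energy and organic acids, was higher in ABA in 26 of 29 genes and higher in NDGA in 7 (medians 0.24 and -0.19), and 19 (65.5%) had the order ABA, CK, NDGA. NADP-dependent isocitrate dehydrogenase (Solyc01g005560.2) was listed at 268, 340.3 and 209.8 FPKM in CK, ABA and NDGA. The 15 genes of glutathione metabolism had medians of 0.30 and -0.11, and glutamate-cysteine ligase (Solyc08g081010.2), the first enzyme of glutathione synthesis, was listed at 312, 444 and 191 FPKM in CK, ABA and NDGA. Proteasome genes, which serve protein breakdown, had medians of 0.16 and -0.03 over 42 genes. The 47 histone genes had medians of -0.03 and -0.27, and 9 were higher in NDGA. Histone H1-3 (Solyc02g084240.2) was listed at 626, 741 and 523 FPKM in CK, ABA and NDGA. ABA signalling genes had medians of 0.25 and 0.20 over 24 genes, among them the highly ABA-induced phosphatase gene Solyc03g007230.2 (115, 178 and 99.6 FPKM in CK, ABA and NDGA). The 12 genes of ABA metabolism had medians of -0.02 and 0.24. A gene of the enzyme that breaks ABA down (Solyc08g075320.2, CYP707A1) was listed at 27.8, 50.3 and 15.0 FPKM in CK, ABA and NDGA. Solyc08g005610.2, with the same annotation, was not higher in ABA, at 48.3, 47.2 and 31.8 FPKM in CK, ABA and NDGA. Of 28 chlorophyll biosynthesis genes 9 were called, of which 5 were lower in ABA and 6 higher in NDGA, such as Crd1 (Solyc10g077040.1, 20.5, 9.59 and 48.2 FPKM in CK, ABA and NDGA).

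Medians of the other lists, in ABA and then NDGA, were 0.11 and 0.09 for 59 heat shock genes, -0.05 and -0.07 for 72 pathogenesis and wound genes, and 0.07 and -0.11 for the GO term defense response. Porphyrin and chlorophyll metabolism had -0.11 and 0.24, starch and sucrose -0.02 and 0.12, and linolenic acid metabolism 0.13 and -0.16. Glycolysis had 0.03, which changes sign after scaling, and 0.13, and cysteine and methionine metabolism 0 and 0.15. The KEGG lists of terpenoid backbone and carotenoid biosynthesis had 0.10 and -0.03, and 0.09 and 0.07, the last of which changes sign after centring. Phenylpropanoid biosynthesis had 0.10 and 0.07, which also changes sign after centring, and flavonoid biosynthesis -0.39 and 0.16. The tables of chlorophyll degradation (S14) and ROS scavenging (S16) had -0.40 and 0.22, and 0.04 and 0, over the loci that passed the filter. With genes of at least 10 FPKM alone, the medians in NDGA change sign for S14, ABA signalling, defense response, starch and sucrose, carotenoid and phenylpropanoid biosynthesis, and those in ABA for ABA metabolism, histones, pathogenesis and wound genes, starch and sucrose, phenylpropanoid biosynthesis and cysteine and methionine metabolism. In terms of seed genes, response to water had 2.26 and 0.97 and nutrient reservoir activity was higher in 13 of 20 genes in ABA and had a median of 0.62 in NDGA.

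Called genes leaned toward the order ABA, CK, NDGA, with 2253 named genes against 540 in the reverse order. A lean in the fruit itself is argued against by all genes kept, where that order was the less frequent (difference of -6.50 percentage points). Expected shares dominated by very short loci are a candidate explanation: with shares from transcripts of at least 300 bp (39.3%, 29.5% and 31.2% for CK, ABA and NDGA) the counts were 1235 and 1241, and their ratio fell by a factor of 4.19. Of 1554 called genes that differ little between libraries, 573 (36.9%) were still called with those shares, between the bounds set for the test. Those shares are unequal too, so the test cannot tell whether such genes are called through unequal shares or for other reasons.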
